# Effects of early life exposure to ultraviolet C radiation on mitochondrial DNA content, transcription, ATP production, and oxygen consumption in developing *Caenorhabditis elegans*

**DOI:** 10.1186/2050-6511-14-9

**Published:** 2013-02-04

**Authors:** Maxwell CK Leung, John P Rooney, Ian T Ryde, Autumn J Bernal, Amanda S Bess, Tracey L Crocker, Alex Q Ji, Joel N Meyer

**Keywords:** *Caenorhabditis elegans*, Mitochondrial DNA damage, Mitochondrial dysfunction, Ultraviolet C radiation, Early life exposure, Genotoxicity

## Abstract

**Background:**

Mitochondrial DNA (mtDNA) is present in multiple copies per cell and undergoes dramatic amplification during development. The impacts of mtDNA damage incurred early in development are not well understood, especially in the case of types of mtDNA damage that are irreparable, such as ultraviolet C radiation (UVC)-induced photodimers.

**Methods:**

We exposed first larval stage nematodes to UVC using a protocol that results in accumulated mtDNA damage but permits nuclear DNA (nDNA) repair. We then measured the transcriptional response, as well as oxygen consumption, ATP levels, and mtDNA copy number through adulthood.

**Results:**

Although the mtDNA damage persisted to the fourth larval stage, we observed only a relatively minor ~40% decrease in mtDNA copy number. Transcriptomic analysis suggested an inhibition of aerobic metabolism and developmental processes; mRNA levels for mtDNA-encoded genes were reduced ~50% at 3 hours post-treatment, but recovered and, in some cases, were upregulated at 24 and 48 hours post-exposure. The mtDNA polymerase γ was also induced ~8-fold at 48 hours post-exposure. Moreover, ATP levels and oxygen consumption were reduced in response to UVC exposure, with marked reductions of ~50% at the later larval stages.

**Conclusions:**

These results support the hypothesis that early life exposure to mitochondrial genotoxicants could result in mitochondrial dysfunction at later stages of life, thereby highlighting the potential health hazards of time-delayed effects of these genotoxicants in the environment.

## Background

In recent years, potential environmental effects on mitochondrial biology have attracted increasing research interest [1,2]. Mitochondrial DNA (mtDNA) is more sensitive than nuclear DNA (nDNA) to exposure to some chemicals, perhaps due to the absence of chromatin packing and many DNA repair pathways in mitochondria [3]. The high lipid content of the mitochondrial membranes and the slightly negative charge of the mitochondrial matrix also attract lipophilic or positively charged compounds to mitochondria [4]. Furthermore, non-genotoxic mitochondrial toxicants might disrupt mitochondrial function and indirectly cause mtDNA damage via generation of reactive oxygen species [5].

Theoretical considerations and some empirical data suggest that mtDNA damage that occurs at different stages of human life may lead to very different physiological effects. Since the quality of mitochondria in differentiated tissues depends on the quality of mitochondria in their precursors, mitochondrial damage in the early stages of human development may potentially affect mature tissue function. For example, mitochondrial toxicities exerted by developmental exposure to anti-HIV drugs in humans and laboratory models [6] demonstrate the importance of normal mtDNA biology during development.

The mitochondrial biology of *Caenorhabditis elegans* is generally similar to that of humans [7]. The genome is 13,794 base pairs in length (Additional file 1: Figure S1), compared to 16,649 in humans. The genes encoded appear to be identical; while an *atp-8* gene has not been definitively identified in *C. elegans*, it is probably present with an unusual sequence, as is the case in other nematodes [8]. There are also indications that the developmental biology of mitochondria is similar in *C. elegans* and humans: *C. elegans*[7,9,10], like humans [11,12], shows a large increase in mtDNA copy number with age as well as a switch from anaerobic to aerobic metabolism during development. Thus, *C. elegans* offers a useful model for the *in vivo* study of mitochondrial biology, as well as the response to toxicants [13].

Recent work by Furda et al. [14] demonstrated that persistent mtDNA damage can lead to mitochondrial dysfunction, but the response was dependent on the type of DNA damage incurred. We recently described a serial ultraviolet C radiation (UVC) exposure protocol that resulted in a large amount of irreparable mtDNA damage in *C. elegans*, but permitted the repair of the nDNA damage [15]. UVC creates photodimers almost exclusively, and previous *in vitro* evidence [16,17] suggests that such damage might inhibit mtDNA replication and transcription *in vivo*. In this work, we investigated the hypothesis that early life exposure to serial UVC results in later life mitochondrial dysfunction.

## Methods

### *C. elegans* culture and exposures

*C. elegans* were cultured and exposed to UVC during the L1 stage, largely as previously described [15]. Briefly, synchronized L1 larvae were produced by overnight hatch in M9 medium following bleach-sodium hydroxide isolation of eggs as previously described [18]. The L1 larvae were placed on peptone-free (to prevent inadvertent microbial growth) K agar plates with or without 5 μg/mL ethidium bromide (EtBr) for 48 h without food at 20°C. Half of the plates were also exposed to 7.5 J/m^2^ UVC radiation at 0, 24, and 48 h as described [15], and then transferred to OP50-seeded plates. The UVC exposure protocol is based on the fact that UVC-induced DNA damage is quickly repaired in the nuclear but not mitochondrial genome [15,19], thus allowing for accumulation of mitochondrial DNA damage while permitting repair of nuclear DNA. This protocol results in no larval growth delay prior to the L4 stage [15]. The transgenic strain PE255 expressing firefly luciferase as an *in vivo* reporter for ATP level [20] was generously provided by Dr. Cristina Lagido (University of Aberdeen, UK). The wildtype strain N2 was obtained from *Caenorhabditis* Genetics Center (University of Minnesota), which is funded by the NIH National Center for Research Resources (NCRR).

### Microarray experiments

N2 nematodes were sampled for RNA isolation at 3 h after the first UVC exposure, 1 h prior to the second exposure, 1 h prior to the third exposure, and 3 h after the third exposure, and transferred to OP50 plates (schematic presented in Figure 1). Transfer to OP50 plates and isolation for freezing were accomplished by washing nematodes off of plates into a 15 mL tube with K-medium, pelleting by centrifugation, followed by two additional cycles of resuspension and centrifugation as described [19]. Nematodes were frozen by dripping 3,000-5,000 pelleted nematodes suspended in about 500 μl K-medium into liquid nitrogen, and stored at −80°C. The pellets were ground into fine powder with a liquid nitrogen-cooled mortar and pestle and RNA was extracted using an RNeasy kit (Qiagen, Valencia, CA, USA). RNA was quantified with a NanoDrop 8000 spectrophotometer (Thermo Scientific/NanoDrop, Wilmington, DE, USA) and analyzed for integrity with an Agilent 2100 BioAnalyzer G2939A (Agilent Technologies, Santa Clara, CA, USA). These exposures were carried out seven times. The seven replicates generated a total “n” of between 4 and 6 for each treatment and timepoint, after excluding samples lost due to insufficient mRNA quality or principle components analysis-based identification of outliers.

**Figure 1:**
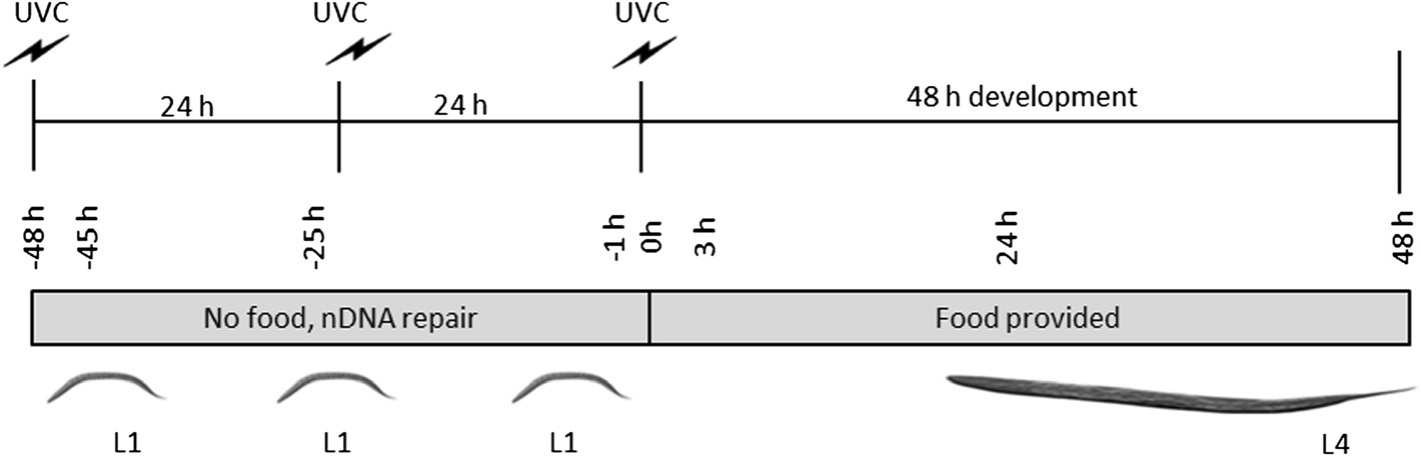
**Experimental design.** Liquid-hatched L1 stage C. elegans were exposed to 7.5 J/m^2^ UVC over 48 h, in the absence of food, permitting nDNA repair but accumulation of mtDNA damage [15]. Nematodes were then placed on food plates and followed for another 48 h. We measured mRNA levels, genome copy number, DNA damage, ATP levels, and oxygen consumption at multiple times during and after the UVC exposures. All times are given relative to the final dose and transferral to food (= “0 h”). For example, mRNA sampled immediately prior to the second dose of UVC would be described as sampled at “-25 h”, and “3 h” if it were sampled 3 h after the final UVC exposure. Representative examples are presented to orient the reader.

Gene expression analysis was conducted using Affymetrix /*C. elegans*/ GeneChip® arrays (Affymetrix, Santa Clara, CA). Hybridization targets were prepared with MessageAmp™ Premier RNA Amplification Kit (Applied Biosystems/Ambion, Austin, TX) from total RNA, hybridized to GeneChip® *C. elegans* Genome Arrays in Affymetrix GeneChip® hybridization oven 645, washed in Affymetrix GeneChip® Fluidics Station 450 and scanned with Affymetrix GeneChip® Scanner 7 G according to standard Affymetrix GeneChip® Hybridization, Wash, and Stain protocols (Affymetrix, Santa Clara,CA). Microarray data have been deposited in the National Center for Biotechnology Information’s GEO and are accessible through GEO series accession number GSE38997.

### Microarray data preprocessing, normalization, error modeling, and initial visualization

We used Principal Components Analysis (PCA) followed by pairwise correlation analysis on unfiltered data to identify outlier samples. Data preprocessing, normalization, and error modeling were performed with Rosetta Resolver® after grouping biological replicates. The resulting fold-changes and p-values were used for Cytoscape analyses (described below).

### GeneSpring-based analysis of microarray data

We used GeneSpring version GX11 (Agilent) to carry out ANOVA, PCA analysis, gene ontology (GO) enrichment analysis, and some visualization.

### Interactome-based analysis of microarray data

Cytoscape (version 2.8.2) was used to overlay microarray data onto two interactomes: the high-confidence WI8 interactome compiled by the Vidal lab [21], and an interactome built by joining four previously-described interactomes: the integrated_function_network from the Vidal lab [21]; an interactome that we assembled previously [19] based on the BIND database [22] and Zhong and Sternberg [23] interactome; the “core” interactome described by Lee et al. [24]; and the higher-probability interactome generated by Alexeyenko and Sonnhammer [25] using a probability of functional coupling cut-off of 0.75. These networks are referred to herein as “WI8” and “Union4” and are composed of 2500 nodes and 3706 edges, and 14334 nodes and 346484 edges, respectively. The Union4 interactome is presented as Additional file 2 in .sif format. jActiveModules (version 2.23, [26]) was used to find, via greedy searching, the top 10 modules with a maximum overlap of 0.3, as identified at a search depth of 1 and maximum depth from start nodes of 2 (with the WI8 interactome) or 1 (with the Union4 interactome). The resulting subnetworks were analyzed for Gene Ontology enrichment with the BiNGO (version 2.44) plugin [27]. We assessed overrepresentation using the hypergeometric test with the Benjamini and Hochberg False Discovery Rate multiple testing correction and significance level of 0.05, testing each cluster versus the entire annotation and identifying altered GO Biological Processes.

### mtDNA and nDNA copy number measurements

mtDNA copy number was measured in N2 and PE255 nematodes using a modification of the real-time PCR assay described by Bratic *et al.*[28]; this assay is based on a plasmid DNA-based standard curve and so generates actual rather than relative copy numbers. The only change to the assay was the use of 2-fold rather than 10-fold dilutions in the standard curve. nDNA copy number was measured using primers designed with Primer 3 [29]: forward - 5^′^-GCC GAC TGG AAG AAC TTG TC-3^′^; reverse - 5^′^-GCG GAG ATC ACC TTC CAG TA-3^′^. These primers amplify a 164 bp region of the gene W09C5.8 (*cox-4*). Nuclear copy number was determined by creating a standard curve for the nuclear DNA based on young adult (24 h post-L4) *glp-1* mutant nematodes raised at 25°C. At this temperature, this strain has a fixed number of cells since it has no germline proliferation [30] and *C. elegans* somatic cells do not divide in adulthood [31]. We based the standard curve on the calculation that adults lacking germ cell proliferation would contain 3134 genomic copies [32,33]. Real-time PCR was carried out in a 7300 Real Time PCR System (Applied Biosystems), under the following conditions: 2 min at 50°C, 10 min at 95°C, 40 cycles of 15 sec at 95°C and 60 sec at 60°C. A dissociation curve was calculated for each sample at the end of each profile. The 25 μl PCR reactions contained 12.5 μl of SYBR Green PCR Master Mix (Applied Biosystems), 8.5 μl H_2_0, 2 μl of target-specific primers at 400 nM final concentration, and 2 μl of nematode lysate obtained as described [34]. The ABI PRISM 7300 Sequence Detection System Software, Version 1.1 (Applied Biosystems) was used to carry out data analysis. All samples were run in triplicate and triplicates were averaged prior to analysis.

### DNA damage measurements

nDNA and mtDNA damage were evaluated using a QPCR-based method as previously described [35] except that mtDNA damage was normalized to mtDNA copy number based on measurements obtained using the real-time method described above.

### mRNA levels

mRNA levels of five mitochondrial electron transport chain (ETC) complex subunits, including two mitochondria-encoded genes (*ctb-1* and *nd-5*) and three nucleus-encoded genes (*C34B2.8*, *D2030.4* and *K09A9.5*), were measured using real-time PCR. mRNA levels of the nuclear-encoded *polg-1* gene, which encodes the *C. elegans* mitochondrial DNA polymerase γ, were also measured. 250 ng of mRNA isolated from *C. elegans* as described above was converted to cDNA using the Qiagen Omniscript Reverse Transcription kit. Real time PCR was carried out with a 7300 Real Time PCR System as described above except that the extension temperatures were 62°C for *ctb-1* and *nd-5*, and 60°C for C34B2.8, D2030.4 and K09A9.5. The average mRNA fold change of each target gene was calculated by comparing the CT (cycle threshold) of the target gene to that of the housekeeping genes *cdc-42* and *pmp-3*[36]. Primers were based on the literature (*ctb-1*, *polg-1*, and *nd-5* from [28]) except that we used an annealing temperature of 62° rather than 60°C, were designed using Primer 3, or were recommended by Dr. Marni Falk (University of Pennsylvania: C34B2.8, D2030.4 and K09A9.5). The experiment was carried out twice for a total “n” of 3–5 except when the microarray samples were used in which case the “n” was 5–7 from 5–7 experiments. Unpublished primers were as follows: *cdc-42*, forward - 5’- GAG AAA AAT GGG TGC CTG AA-3’, reverse - 5’-CTC GAG CAT TCC TGG ATC AT-3’ (101 bp); pmp-3, forward - 5’- GTT CCC GTG TTC ATC ACT CAT-3’, reverse - 5’- ACA CCG TCG AGA AGC TGT AGA-3’ (115 bp); D2030.4, forward - 5’- GCG AGA TGA AGG CTA CTT GG-3’, reverse - 5’-GGT GCA TTT TGG GTT TGG-3’ (115 bp); K09A9.5, forward - 5’- AGT CAT CAT CAA GGC CAT CC-3’, reverse - 5’-TTG TTG GGA TGT CAA TAC CG-3’ (185 bp); C34B2.8, forward - 5’- CTT TTC CGA AGC TTG TCT GG-3’, reverse - 5’-CTT GGC CAA CAA TTT GAG C-3’ (197 bp). All samples were run in duplicate or triplicate and replicates were averaged prior to analysis.

### ATP assay

Steady-state ATP levels were determined by the luminescence level of the PE255 strain [20,37]. Luminescence was measured in a 96-well microplate reader (FLUOstar OPTIMA, BMG Labtech, Ortenberg, Germany) with approximately 300 nematodes per well (in 100 μl) in the visible spectral range between 300 and 600 nm (firefly luciferase typically emits at 550–570 nm). An automated dispenser delivered 50 μl of luminescence buffer to each well, consisting of citrate phosphate buffer pH 6.5, 0.1 mM D-luciferin, 1% DMSO and 0.05% triton-X (all final concentrations). Three separate experiments with 3–5 replicates total at each timepoint were conducted.

### Oxygen consumption measurement

Oxygen consumption over 2 minutes was measured in PE255 nematodes in an oxygen chamber (782 Oxygen Meter, Strathkelvin Instruments, North Lanarkshire, Scotland) as described [38]. *C. elegans* were washed with K medium and counted using a nematode sorter (COPAS, Union Biometrica, Holliston, MA). Three separate experiments with 2 replicate plates per timepoint per dose each were conducted (1–4 samples per plate were measured and averaged), resulting in a total n = 4–6. Each replicate contained 1000 nematodes for the 0, 3, and 24 h time points and 500 nematodes for the 48 h time point.

### Statistical analysis

All data except the microarray data were analyzed using Statview© for Windows (Version 5.0.1, SAS Institute Inc., Cary, NC). “Treatment,” “time,” and “experiment” were treated as independent variables in two- or three-way ANOVA analyses. When warranted based on initial ANOVA analyses, posthoc comparisons were carried out using Fisher’s Protected Least Significant Differences (FPLSD) test. Since oxygen consumption and ATP levels increased dramatically during larval development, and we wished to test for proportional differences based on treatment, we log-transformed those data prior to analysis. However, non-log-transformed data were plotted to avoid obscuring the large developmental changes that occurred. A p-value of less than 0.05 was considered statistically significant. Throughout the manuscript, error bars indicate the standard error of the mean.

## Results

### Transcriptomic response during and 3 h after UVC exposures

We examined the transcriptomic response to a UVC exposure protocol that results in high levels of mtDNA damage but allows for repair of the nDNA damage that is also induced [15]. Since EtBr, a specific inhibitor of mtDNA replication [39], exacerbates the response of *C. elegans* to such mtDNA damage [15], we also exposed half of the nematodes to EtBr. We considered the possibility that co-exposure to EtBr and UVC would lead to increased DNA damage compared to UVC alone due to photosensitization [40,41]; however, we did not detect any difference in DNA damage with EtBr co-exposure (Additional file 1: Figure S2). In a parallel experiment, we also measured mtDNA copy number throughout the exposure. The mtDNA copy number did not change in control nematodes, nor was there a marked change in mtDNA copy number due to UVC during the exposure (Additional file 1: Figure S2).

We sampled mRNA at 4 timepoints (3 h after the first UVC exposure or “-45 h”; 1 h prior to the second exposure or −25 h; 1 h prior to the final exposure, and 3 h after the final exposure and being placed on food: Figure 1). At each timepoint, nematodes were sampled that had been exposed to UVC, EtBr, both, or neither (controls). 

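The arrays measured RNA of first-stage (L1) nematodes held without food and then fed. On the Affymetrix C. elegans Genome Array, several short probes form the probe set of a transcript. UVC, which makes bulky lesions that block polymerases and are not repaired in mtDNA, was given in 3 doses of 7.5 J/m2, and EtBr, which inhibits mtDNA replication, at 5 µg/mL. Here 69 arrays in 16 groups were used, from 6 experiments. At −45 h and −25 h each of the 4 treatment groups had 4 arrays, all from experiments 4, 5, 6 and 7. At −1 h there were 4 control, 4 UVC, 4 EtBr and 5 UVC + EtBr arrays, and at 3 h there were 5, 4, 5 and 6 in the same order. Experiments 1 and 2 entered only at these later times, and experiment 6 had EtBr and UVC + EtBr arrays but no control there. The sample labels count time from the first dose (3, 24, 48 and 51 h), and the paper's times are used here.
The deposited values are log2 values that were normalized by RMA according to the submitters' processing notes. They had also been centred, since the median of each probe set over the 69 arrays was 0 within 0.0005, so differences between groups can be read from them but the level of a transcript cannot. Base 2 and the direction were settled by the group means of icl-1 and sucg-1, which match the plotted axis of Figure 3. Array medians lay between -0.08 and 0.09, and no array repeated another (the highest correlation between 2 arrays was 0.920). After 77 control probe sets were left out, 22548 were tested. Of these 20766 carried 1 gene symbol, 887 several and 895 none, and only the first kind was used to name genes. A gene with several probe sets was given their mean. Differences between groups were tested with limma, with Benjamini-Hochberg adjustment over all tested probe sets. Gene groups listed before the data were examined were tested with camera, which asks whether the group's genes shift against all other genes. The number of arrays per group limits the precision of each difference.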

The “n” was 4–6 samples per timepoint per treatment, each generated from different experiments (separated in time).

Most differentially expressed transcripts (DETs) were associated with time. Three-factor ANOVA (time, UVC, EtBr with Benjamini-Hochberg correction) identified 10095 genes that showed differential expression over time, using a cut-off of p < 0.001 (which results in 10 differentially expressed genes expected by chance). 

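In the 3-factor model (time, UVC, EtBr and their interactions, fitted with limma to all 69 arrays), 10474 of 22548 probe sets, or 46.5%, changed over time at an adjusted p under 0.001. Among the gene groups, time changed 20 of the 21 measured moulting genes, 54 of 62 genes of oxidative phosphorylation, 23 of 29 autophagy genes, 44 of 64 UDP-glucuronosyltransferases, 167 of 254 nuclear hormone receptors and 68 of 128 collagens, the main proteins of the cuticle. Few members of the stable groups were among them, with 18 of 75 ribosomal proteins, 3 of 26 histones and none of 8 mtDNA-encoded transcripts. A clear example in the control nematodes is icl-1, the isocitrate lyase/malate synthase of the glyoxylate shunt. Its mean was 0.29 ± 0.04 (SD, n = 4) at −45 h, -0.95 ± 0.80 (SD, n = 4) at −1 h and -2.96 ± 0.48 (SD, n = 5) at 3 h on the centred log2 scale. The count at this threshold was between 8368 (without experiment 5) and 9875 (without experiment 2) when 1 experiment was left out.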

Only 1447 DETs resulted from EtBr treatment, and 36 DETs resulted from UVC. 

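EtBr changed 1137 probe sets in the same 3-factor model at an adjusted p under 0.001, of which 831 were higher and 306 lower with EtBr, and 32 of them differed by more than 2-fold. Averaged over the 4 times and both UVC states, the cytochrome P450 genes cyp-35B3, cyp-35B2 and cyp-33C6 were higher by 5.05, 4.196 and 2.48 (log2), cror-1 by 2.39, cyp-35A1 by 2.33, cyp-35B1 by 2.32 and the efflux pump gene pgp-13 also by 2.32. In all, 13 of 73 cytochrome P450s, 3 of 13 P-glycoproteins, 6 of 64 UDP-glucuronosyltransferases, 4 of 40 glutathione S-transferases and 32 of 254 nuclear hormone receptors passed, as did 33 of 128 collagens, for example col-145 (mean difference -0.62) and col-38 (-0.56).
UVC changed 41 probe sets, 6 higher and 35 lower, with a median absolute difference of 0.29, and 1 over 2-fold. The lowered genes included snx-14, a sorting nexin, herc-1, noa-1, the topoisomerase III genes top-3A and top-3B, alkb-1, and gtf-2H4 and gtf-2H5, which encode subunits of the transcription and nucleotide excision repair factor TFIIH. snx-14 was lower by -1.22 at −45 h and by -1.03 at 3 h, but by only -0.19 and -0.12 at −25 h and −1 h. Over the 35 lowered probe sets the median difference was -0.51, -0.11, -0.07 and -0.54 at the 4 times, so the fall was seen at the 2 sampling times that lay 3 h after a dose. Among the raised transcripts F59C12.4 differed by 0.74, 0.41, 0.89 and 1.48.
The EtBr count was 31 without experiment 7, 266 without experiment 6, 371 without experiment 4 and 618 without experiment 5. It was 895 without experiment 2 and 1553 without experiment 1. At an unadjusted p under 0.05 it moved less, from 8617 to 6137 without experiment 7. Leaving out an experiment also removes arrays, and these effects were not separated. With the experiment as a block the EtBr count was 1906, among them 1124 of the 1137. The UVC count was 75 with the block, 17 without experiment 4, 19 without experiment 6 and 26 without experiment 7.

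**Figure D1:**
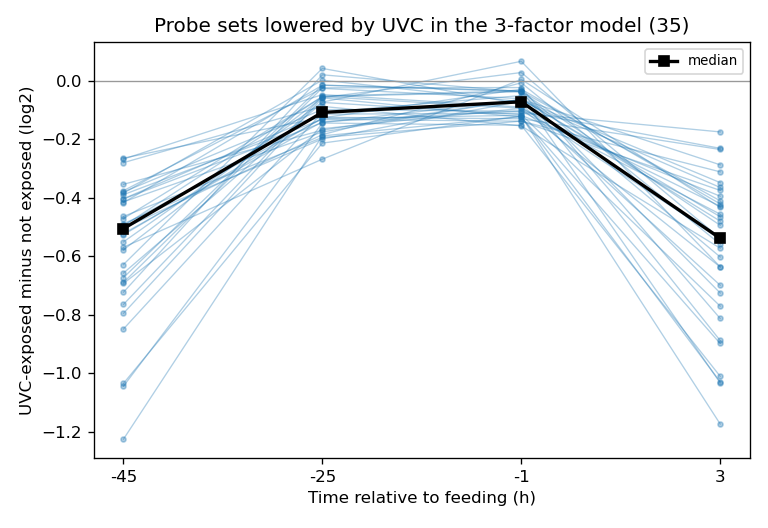
Difference between UVC-exposed and not exposed nematodes (log2, vertical axis) at the 4 sampling times (h relative to feeding) for each of the 35 probe sets lowered by UVC in the 3-factor model, with their median in black. The median is -0.51 at −45 h and -0.54 at 3 h, and -0.11 and -0.07 at the times between.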

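The effect of EtBr depended on time for 3 probe sets at an adjusted p under 0.001. The cytochrome P450 genes cyp-35A1 (limma adjusted p = 9.14e-09) and cyp-35A5 (2.87e-05) differed by 3.17 and 0.91 (log2, with minus without EtBr) at −45 h, by 0.73 and 0.09 at −25 h, by 0.56 and -0.21 at −1 h, and by 4.87 and 2.70 at 3 h. For cror-1 (limma adjusted p = 0.000157) the differences at −25 h and −1 h were 1.23 and 0.92 and those at −45 h and 3 h were larger. The effect of UVC depended on time for 6 probe sets, Y48E1B.3, snx-14, Y48E1C.2, pinn-4, which encodes a peptidyl-prolyl isomerase, ccct-1 and noa-1, with adjusted p from 1.83e-06 to 0.000609. Each was lower after UVC at −45 h and at 3 h, by between -0.54 and -1.22, and within -0.22 and 0.03 at the times between. No probe set passed for UVC x EtBr or for the 3-way interaction in limma. At an unadjusted p under 0.05 there were 438 and 163, and 467 and 185 with an ordinary F test, which passed none either, where 1127.4 are expected by chance. These fits leave out the experiment, whose arrays resemble each other, so counts below that of chance are no evidence against an interaction. With the experiment as a block 7 probe sets passed for time x EtBr. Between 1 and 5 did so when 1 experiment was left out (1 each without experiment 4, 5 or 7 and 5 without experiment 1), and for time x UVC none passed without experiment 6 and 3 each without experiment 4 or 5.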

At this cut-off only three genes demonstrated altered responses to EtBr based on time (i.e., a time x EtBr interaction), six genes demonstrated a time-dependent response to UVC, and no genes were identified for which the response to UVC was dependent on the presence of EtBr or EtBr and time. PCA results also indicated a very strong effect of time. 

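The first 3 principal components of all tested probe sets held 48.0%, 12.57% and 6.22% of the variance over the 69 arrays. Time accounted for 56.1% of the spread of the arrays along component 1, for 43.7% along component 2 and for 50.6% along component 3, whereas the treatment accounted for 9.09%, 4.13% and 17.1%. The probe sets that weighed most in component 1 included those of sqt-1, dpy-5 and col-90, which encode collagens, mlt-11, a protease inhibitor needed for moulting, and dbd-2. Those of component 2 included sysm-1, irg-4 and cyp-35A1 in one direction and dpy-5, sqt-1 and col-109 in the other, and those of component 3 pud-4, D1086.9, pud-3 and the lysozyme gene lys-4. The experiment accounted for 41.1% of the spread along component 1, 27.4% along component 2 and 15.5% along component 3. Time and experiment overlap in part, because not every experiment was sampled at every time.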

PCA and detailed ANOVA results for the global dataset are presented in Additional file 1: Figure S3. Since we were most interested in the combined effect of prolonged inhibition of mtDNA replication and mtDNA damage, and since the presence of food is likely to alter mitochondrial function and response to stressors, we also carried out ANOVA on the 3 h timepoint samples only. However, we found no significant (p < 0.05) UVC x EtBr interactions for any genes at 3 h.

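No gene had an interaction between UVC and EtBr at 3 h at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 493 probe sets, against 1127.4 expected by chance. With the experiment as a block there were 921, and none passed the adjusted threshold. The fit without the block leaves out that arrays of the same experiment resemble each other. A count below that of chance is thus no evidence against an interaction. The interaction is the difference that UVC made in nematodes with EtBr minus the difference it made in those without. As groups, the 62 genes of oxidative phosphorylation had a mean interaction of -0.13 (camera adjusted p = 6.84e-11, adjusted p = 0.809 with an estimated correlation), the 28 genes of complex I among them -0.17 (6.83e-10, and 0.809), the 14 genes of the TCA cycle -0.19 (0.000103, and 0.809) and the 128 collagens -0.22 (0.000115, and 0.919). No member of these groups passed alone, adjusted over all genes or over the list alone.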

At 3 h, all three treatments resulted in many DETs associated with many developmental processes. 

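At 3 h, after feeding, genes of the cuticle were lower after EtBr and after UVC + EtBr than in the control. The 128 measured collagens, the structural proteins of the cuticle, had a mean difference of -0.87 (log2) after UVC + EtBr, -0.49 after EtBr and -0.16 after UVC. The 21 moulting genes, which act in the making and shedding of the cuticle, had means of -1.40, -1.02 and -0.18, and the 52 hedgehog-related genes, many of which are made in the hypodermis, -0.81, -0.48 and -0.20. By camera the collagens passed in all 3 treatments (adjusted p = 3.66e-34, 1.13e-24 and 0.000246), as did the hedgehog-related genes (4.37e-10, 6.29e-08 and 0.00229), and the moulting genes passed after UVC + EtBr (1.52e-07) and EtBr (2.17e-07) but not after UVC (0.184). With an estimated correlation none of these passed (adjusted p between 0.193 and 0.867).
Single genes passed the test only after UVC + EtBr. There 60 collagens were lower and none was higher (89 lower when adjusted over the list alone), 9 hedgehog-related genes were lower (19 over the list alone) and 1 moulting gene was lower (1 over the list alone). After EtBr or UVC alone no collagen, moulting or hedgehog-related gene passed in limma, over all genes or over the list alone. In all, 12 probe sets passed after EtBr, all higher and mostly cytochrome P450s, and none after UVC (706 at an unadjusted p under 0.05, and 1 with the experiment as a block). The EtBr count was 24 with the block and 6 without the EtBr array of experiment 2.
Experiment 6 has an EtBr and a UVC + EtBr array at 3 h but no control array, and its moulting genes lay far below those of the other arrays, at -2.62 and -2.68 on the centred scale. Compared only within the experiments that have both groups, the mean moulting difference was -0.20 ± 0.24 (SD, n = 4 experiments) for EtBr and -0.87 ± 0.63 (SD, n = 5) for UVC + EtBr, and the collagen difference -0.24 ± 0.13 and -0.75 ± 0.27. Leaving out only the EtBr array of experiment 6 gave an EtBr difference of -0.27 for the moulting genes (camera adjusted p = 0.0497) and of -0.28 for the collagens (3.71e-13). For UVC, the collagen difference within experiments was -0.17 ± 0.40 (SD, n = 4) and lay below 0 in 2 of 4. Between the groups it was -0.02 without the UVC array of experiment 7, with an adjusted p of 0.937.

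**Figure D2:**
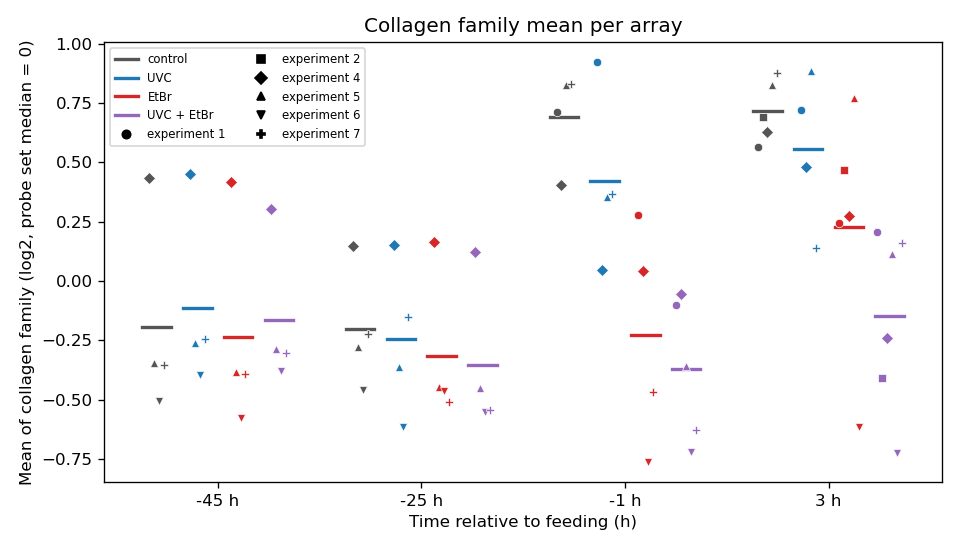
Mean of the 128 collagens (log2, each probe set centred on its median over all arrays) on each of the 69 arrays, by sampling time (h relative to feeding) and treatment, with the experiment shown by the symbol and the group mean by a line. At 3 h the 5 control arrays lie between 0.56 and 0.88 and the 6 UVC + EtBr arrays between -0.72 and 0.21.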

Shown in Figure 2 is one of the most altered gene networks (“neighborhoods”) identified by jActiveModules at 3 h when comparing the combination treatment to control nematodes; BiNGO-based GO enrichment analysis identified developmental processes as a top altered process. 

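Against the control at 3 h, 1679 probe sets passed after UVC + EtBr (limma, adjusted p under 0.05), 1015 higher and 664 lower. The genes named here were chosen among called probe sets with the same direction in each of the 5 experiments with both groups. Of these the largest falls were in lep-5, a non-coding RNA that times larval development (difference -4.47, SE 1.21, adjusted p = 0.0297), acox-1.2, an acyl-CoA oxidase (-3.38, SE 0.89, adjusted p = 0.0252), the lysozyme gene ilys-5 (-3.29, SE 0.51, adjusted p = 0.00157), dct-5 (-3.22), Y48E1B.8 (-3.14) and K01D12.9 (-3.13). abu-6 (-2.94), of a family of pharyngeal and stress proteins, was also lower. By the same choice, and besides the cytochrome P450s, the largest rises were in cror-1 (2.99, SE 0.54, adjusted p = 0.00396), the efflux pump gene pgp-13 (2.95, SE 0.34, adjusted p = 8.39e-05), dct-17 (2.89, SE 0.45, adjusted p = 0.00159) and in the lipase gene lips-11 (2.88, SE 0.79, adjusted p = 0.0311). With the experiment as a block the count was 2962. It fell to 813 without the control of experiment 7, 877 without the UVC + EtBr array of experiment 6, 910 without that of experiment 2, 982 without the control of experiment 5 and 984 without the UVC + EtBr array of experiment 4.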

Similar GO results were obtained using GeneSpring to characterize DETs detected by ANOVA. Furthermore, the combination treatment led to greater alterations in expression of developmental genes compared to either treatment alone (e.g., Additional file 1: Figure S4). This is consistent with our previous observation of developmental delay after both treatments, which was strongest in the combination [15].

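By camera the collagens were lower after UVC + EtBr than after either treatment alone. Their mean difference was -0.38 (log2) against EtBr (camera adjusted p = 4.06e-14, adjusted p = 0.479 with an estimated correlation) and -0.71 against UVC (2.64e-34, and 0.252). The hedgehog-related genes differed by -0.32 against EtBr (0.000501, and 0.513) and by -0.61 against UVC (9.68e-08, and 0.402), and the moulting genes by -0.38 (0.0287, and 0.673) and -1.22 (9.68e-08, and 0.485). No collagen, moulting or hedgehog-related gene passed alone in limma over all genes. When adjusted over the list alone none passed against EtBr, and 58 collagens and 2 hedgehog-related genes were lower against UVC. With the experiment as a block, 5 collagens passed in either comparison. Experiment 6 has no UVC array at 3 h, and without its UVC + EtBr array the moulting difference from UVC was -0.69. Within the experiments that hold both groups it was -0.44 ± 0.80 (SD, n = 4) and below 0 in 2 of 4, and the collagen difference from UVC was -0.50 ± 0.36 (SD, n = 4) and below 0 in 3 of 4. From EtBr, within experiments, the collagens differed by -0.44 ± 0.36 (SD, n = 5), below 0 in 5 of 5, and the moulting genes by -0.55 ± 0.75 (SD, n = 5), below 0 in 4 of 5. Without the same array the moulting difference from EtBr was 0.15 (adjusted p = 0.921), and it also missed the threshold without any of 4 EtBr arrays (experiments 1, 2, 4 and 5).
Over all genes, 50 probe sets differed between UVC + EtBr and EtBr, 14 higher and 36 lower, and 8 between UVC + EtBr and UVC, all higher. With the block the counts were 319 and 91. Without 1 array the former lay between 12 (EtBr array of experiment 2 left out) and 160 (UVC + EtBr array of experiment 5 left out), and the latter between 5 and 110 (UVC + EtBr array of experiment 5 left out).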

**Figure 2:**
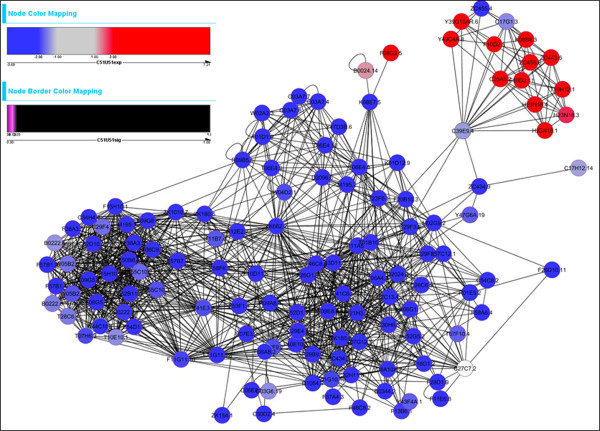
**At 3 h, the combination UVC + EtBr treatment resulted in dramatic changes in expression of networked genes.** The blue genes are downregulated after the combination treatment and comprise genes belonging to body morphogenesis and other developmental processes. Most red genes (upper right cluster) are part of lipid and carbohydrate metabolic processes.

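Among the genes of the cuticle that were lower after UVC + EtBr at 3 h, col-118 fell by 1.45 (log2, SE 0.26, adjusted p = 0.00367), col-38 by 1.37 (-1.37, SE 0.24, adjusted p = 0.00343) and col-43 by 1.13 (-1.13, SE 0.21, adjusted p = 0.0047). bli-2, a collagen whose loss gives blistered cuticle, differed by -0.63 (SE 0.18, adjusted p = 0.0362), and the hedgehog-related genes grl-1 and grl-4 by -2.01 (SE 0.47, adjusted p = 0.0149) and -1.16 (SE 0.20, adjusted p = 0.00303). The collagens dpy-5 and sqt-1, which shape the body, had larger differences of -2.49 and -2.40, but their standard errors of 1.29 and 1.19 kept them from passing (adjusted p = 0.232 and 0.211). With the experiment as a block they passed at -1.34 (adjusted p = 0.0162) and -1.36 (adjusted p = 0.0256), and 10 of 21 moulting genes were lower in place of 1. Each p is from limma over 6 UVC + EtBr and 5 control arrays.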

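Of the genes of lipid and carbohydrate metabolism that were listed, few passed the test after UVC + EtBr at 3 h. The 22 genes of fatty acid metabolism had a mean difference of -0.23 (log2, camera adjusted p = 0.0139, adjusted p = 0.454 with an estimated correlation). Only acs-2, an acyl-CoA synthetase of mitochondrial fatty acid oxidation, passed alone, and it rose by 1.24 (SE 0.29, limma adjusted p = 0.0159). With the experiment as a block 5 members were lower, among them the stearoyl-CoA desaturase gene fat-7 (-1.54, adjusted p = 0.0136). The 17 genes of glycolysis and gluconeogenesis had a mean difference of -0.11 (camera adjusted p = 0.114) and the 14 of the TCA cycle one of -0.07 (0.407), and none of their members passed, over all genes or over the list alone. By limma's values for single genes, pck-1, the phosphoenolpyruvate carboxykinase of gluconeogenesis, differed by -0.60 (SE 0.28, adjusted p = 0.188) and gpd-2, a glyceraldehyde-3-phosphate dehydrogenase, by -0.02 (SE 0.11).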

We hypothesized that persistent mtDNA damage would lead to reduced (via damage-mediated inhibition of the mitochondrial RNA polymerase) or upregulated (compensatory) expression of genes coding for mitochondrial proteins, both from the mitochondrial and nuclear genomes. Using published lists of mitochondrial genes [42], we found that at timepoints later than 3 h, some transcripts for oxidative phosphorylation decreased in the presence of EtBr, and this effect was often exacerbated by UVC (Figure 3). Furthermore, several genes in the glyoxylate pathway were induced by EtBr and EtBr + UVC at several timepoints; many of these same transcripts were also decreased in abundance across treatments at 3 h (after food addition) (Figure 3). 

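Of 62 nuclear genes of oxidative phosphorylation on the array, few passed the test alone, and the changes of the group were small. At −1 h the group's mean difference from the control was -0.09 (log2) after EtBr (camera adjusted p = 0.00144, adjusted p = 0.78 with an estimated correlation) and -0.06 after UVC + EtBr (0.0659). At 3 h it was 0.00 after EtBr (0.795) and -0.11 after UVC + EtBr (3.84e-05, and 0.54), where the mean lay below 0 in each of 5 experiments with both groups. The shift was largest in complex I, the NADH dehydrogenase, whose 28 members had means of -0.14 after EtBr at −1 h (0.000217, and 0.694) and -0.16 after UVC + EtBr at 3 h (7.22e-06, and 0.419). At −25 h complex I differed by -0.05 after EtBr (0.0414, and 0.738) and -0.06 after UVC + EtBr (0.0394, and 0.842), and complexes II to V passed at none of these times.
The clearest single gene was asb-1, the germline form of a subunit of the ATP synthase (complex V), which differed by -0.72 (SE 0.17, limma adjusted p = 0.0184) after UVC + EtBr at −1 h and by -0.71 (SE 0.16, adjusted p = 0.013) at 3 h. The complex I gene nduf-5 fell by 0.33 (-0.33, SE 0.09, adjusted p = 0.0339) at 3 h, while ndub-10 was higher by 0.37 (adjusted p = 0.0422) at −1 h. After EtBr alone no member passed at any of these times. When adjusted over the list alone, asb-1 was the only one to pass after UVC + EtBr, and none did after EtBr. gas-1, the complex I subunit whose loss sensitizes nematodes to anaesthetics, lay between -0.20 and 0.04 from the control in both groups with EtBr from −25 h on. sucl-2, a subunit of the TCA cycle enzyme succinyl-CoA ligase, fell by 1.03 (-1.03, SE 0.19, adjusted p = 0.041) after EtBr and by 0.96 (-0.96, SE 0.18, adjusted p = 0.0136) after UVC + EtBr at −1 h.
UVC + EtBr against EtBr differed for the group at 3 h (-0.11, camera adjusted p = 1.49e-09, adjusted p = 0.513 with an estimated correlation) and for complex I (-0.17, 4.55e-10, and 0.479). The EtBr difference at −1 h was -0.04 (adjusted p = 0.0535) without the control of experiment 4 and -0.06 (0.0665) without the EtBr array of experiment 1. At −25 h the complex I calls were lost without the treated array of experiment 4, for EtBr at -0.01 (0.735) and for UVC + EtBr at -0.05 (0.106).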

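The glyoxylate cycle lets nematodes turn fat into sugar, and of its genes icl-1 stood out. It was higher after UVC + EtBr than in the control at 3 h by 1.53 (log2, SE 0.21, limma adjusted p = 0.000719), in each of 5 experiments, which is 2.88-fold. After EtBr alone the difference was 0.50 (SE 0.32, adjusted p = 1) at −25 h, 0.89 (SE 0.34, adjusted p = 0.109) at −1 h and 0.95 (SE 0.22, adjusted p = 0.188) at 3 h, and after UVC + EtBr 0.54 and 0.91 (SE 0.32, adjusted p = 0.068) at the earlier times. The other members were aco-1, aco-2, cts-1, mdh-1 and mdh-2, which also serve in the cytosol or the TCA cycle. None of them passed, and mdh-2, the mitochondrial malate dehydrogenase, differed by -0.38 (SE 0.16) and -0.36 (SE 0.15) at −1 h after EtBr and UVC + EtBr. So of 6 genes 1 rose after UVC + EtBr at 3 h (1 when adjusted over the list alone), and by camera the group passed at neither time (mean 0.09 at −1 h after EtBr, adjusted p = 0.845, and 0.23 at 3 h after UVC + EtBr, adjusted p = 0.495).
With feeding, icl-1 fell by 2.01 in the control between −1 h and 3 h (-2.01, SE 0.27, adjusted p = 2.41e-06, lower in 4 of 4 experiments). The 6 genes together had a mean of -0.37 (camera adjusted p = 0.0398, adjusted p = 0.645 with an estimated correlation), a call that was lost without the 3 h control of experiment 1 (-0.29, adjusted p = 0.168), without that of experiment 7 (-0.37, adjusted p = 0.0673) or without the −1 h control of experiment 4 (-0.37, adjusted p = 0.0962) or 5 (-0.31, adjusted p = 0.142). The fall of icl-1 with food did not differ from that of the control in any treated group (0.23 after UVC, SE 0.39, 0.06 after EtBr, SE 0.38, and 0.62 after UVC + EtBr, SE 0.36, adjusted p = 0.488).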

We observed no statistically significant differences in mitochondrial-encoded transcripts (not shown), but since these are poorly represented on the platform that we used, we also carried out additional real time PCR-based analyses (see below).

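The array measured 8 transcripts of the mitochondrial genome, ND1, ND4, ND5, CYTB, COX1, COX2, COX3 and ATP6. None passed in limma in any comparison with the control, over all genes or over the list alone. At 3 h after UVC + EtBr they differed from the control by between -0.15 (COX3, SE 0.09) and 0.04 (ND4, SE 0.09), and after EtBr by between -0.04 (CYTB, SE 0.10) and 0.16 (ND5, SE 0.12). The lowest adjusted p at −1 h was that of COX2 after UVC + EtBr (-0.26, SE 0.10, adjusted p = 0.0961). As a group they were slightly higher after EtBr at −45 h (mean 0.10, camera adjusted p = 0.00139, adjusted p = 0.524 with an estimated correlation). After UVC + EtBr at 3 h the mean was -0.07 (adjusted p = 0.202), and -0.18 (adjusted p = 0.00654) without the control of experiment 4.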

**Figure 3:**
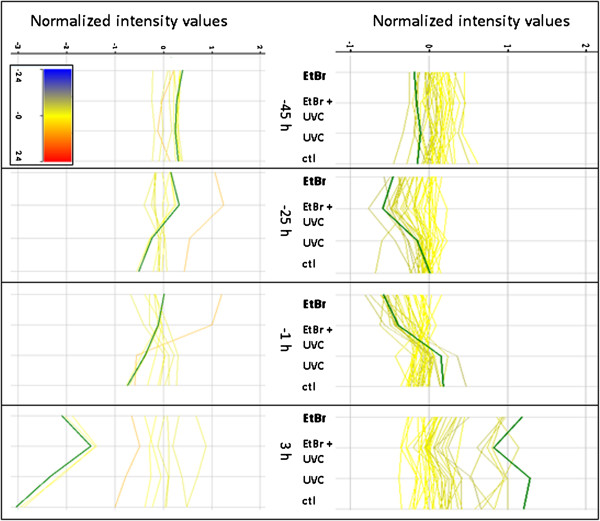
**EtBr and UVC exposures resulted in decreased expression of many oxidative phosphorylation genes (top panel; *sucg-1 *highlighted in green), but increased expression of some glyoxylate genes (bottom panel; *icl-1 *highlighted in green).** Red-blue scale coloration is based on comparison to mRNA levels in control samples at −45 h. Normalized intensity values are on a binary log scale (i.e. “1” indicates a 2-fold change, “2” a 4-fold change, etc.). n = 4–6.

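In the control, icl-1 was at -0.25 ± 0.59 (SD, n = 4) at −25 h on the centred log2 scale, between its values at −45 h and −1 h. With EtBr it was at 0.25 ± 0.17 (SD, n = 4) at −25 h and at -0.06 ± 0.35 (SD, n = 4) at −1 h, and with UVC + EtBr at 0.29 ± 0.14 (SD, n = 4) and -0.04 ± 0.34 (SD, n = 5). At 3 h the means were -2.21 ± 0.26 (SD, n = 4) with UVC, -2.01 ± 0.23 (SD, n = 5) with EtBr and -1.43 ± 0.40 (SD, n = 6) with both. sucg-1, a subunit of the GTP-forming succinyl-CoA ligase of the TCA cycle, rose in the control with food by 0.80 (limma adjusted p = 0.018), from 0.40 ± 0.70 (SD, n = 4) to 1.20 ± 0.43 (SD, n = 5). At −1 h it was at -0.48 ± 0.23 (SD, n = 4) with EtBr and -0.37 ± 0.37 (SD, n = 5) with UVC + EtBr, a difference from the control of -0.88 (SE 0.28, adjusted p = 0.0727) and -0.78 (SE 0.27, adjusted p = 0.0614), where with the experiment as a block UVC + EtBr passed at -0.75 (adjusted p = 0.0453).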

Based on the role of mitochondrial fusion, fission, and autophagy in responding to UVC-induced mtDNA damage [15], we examined expression specifically of genes in these pathways. We observed a small increase in expression of some autophagy genes at −25 and −1 h, along with an inhibition of the decrease observed in many autophagy genes at 3 h, after food was available (Additional file 1: Figure S5). 

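Autophagy genes were higher with EtBr at −1 h, the last sampling before feeding. The 29 measured genes then had a mean difference from the control of 0.36 (log2) after EtBr (camera adjusted p = 0.00163, adjusted p = 0.694 with an estimated correlation) and 0.43 after UVC + EtBr (9.34e-05, and 0.715). After UVC + EtBr 9 genes rose and none fell (15 when adjusted over the list alone), and after EtBr none passed over all genes and 9 over the list alone. Among those that rose with UVC + EtBr were atg-7, the activating enzyme of the conjugation steps (0.37, SE 0.07, limma adjusted p = 0.0136), atg-16.1 (0.47, adjusted p = 0.0177), epg-4 (0.69, adjusted p = 0.0174), hlh-30, the transcription factor of autophagy and lysosome genes (0.80, adjusted p = 0.0234), unc-51, the kinase that starts autophagy (0.58, adjusted p = 0.024), and vps-34, its lipid kinase (0.41, adjusted p = 0.034). At −45 h the means were -0.03 and -0.01 (camera adjusted p = 0.439 and 0.4927). At −25 h the values lay below the control in 2 of 4 experiments for each treatment, and the mean was 0.11 after EtBr (camera adjusted p = 0.0506, and 0.0224 with the experiment as a block) and 0.10 after UVC + EtBr (0.0496, adjusted p = 0.842 with an estimated correlation), where atg-7 differed by 0.25 (SE 0.11, adjusted p = 0.979). That call was lost without the control of experiment 7 (0.02, adjusted p = 0.769) or of experiment 4 (0.10, 0.0712) and without the UVC + EtBr array of experiment 4 (0.08, 0.256) or 6 (0.09, 0.0887).
In the control, autophagy genes fell with food, by a mean of 0.32 between −1 h and 3 h (-0.32, camera adjusted p = 3.82e-07, adjusted p = 0.359 with an estimated correlation). Of the group 5 genes fell and none rose (12 lower over the list alone), among them sqst-1, a receptor for autophagic cargo (-0.73, SE 0.20, limma adjusted p = 0.0221), and the LC3 homologs lgg-2 (-0.95, SE 0.27, adjusted p = 0.0261) and lgg-1 (-0.59, SE 0.18, adjusted p = 0.04). At 3 h the group was above the control after UVC + EtBr, by 0.22 (camera adjusted p = 0.00792, adjusted p = 0.442 with an estimated correlation), with 4 genes higher (4 over the list alone), sqst-1 (0.90, SE 0.18, adjusted p = 0.00792), hlh-30 (0.56, adjusted p = 0.013), atg-2 (0.55, adjusted p = 0.0149) and epg-4 (0.71, adjusted p = 0.016). After EtBr alone the mean was 0.06 (0.205). The fall with food itself was not smaller with treatment. It was larger than in the control by 0.30 after EtBr (-0.30, camera adjusted p = 0.00334, and 0.512 with an estimated correlation) and by 0.22 after UVC + EtBr (-0.22, 0.0162, and 0.784). For EtBr only 2 experiments held all the groups of this comparison. Without the control of experiment 4 the UVC + EtBr difference at 3 h was 0.18 (adjusted p = 0.0659). Without the −1 h control of experiment 4 the differences in the response to food were -0.21 (adjusted p = 0.0766) and -0.13 (0.221), and the latter also missed the threshold without the 3 h control of experiment 1 or 7 or the 3 h UVC + EtBr array of experiment 5 or 7 (adjusted p between 0.0594 and 0.108).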

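Of 6 measured genes of mitochondrial fusion and fission, none passed over all genes in limma in any comparison with the control. At 3 h they leaned upward. The group's mean difference was 0.17 (log2) after EtBr (camera adjusted p = 0.0209, adjusted p = 0.245 with an estimated correlation) and 0.29 after UVC + EtBr (0.0139, and 0.193). When adjusted over the list alone 1 gene was higher after EtBr and 3 after UVC + EtBr. After UVC + EtBr drp-1, the GTPase that divides mitochondria, differed by 0.33 (SE 0.10, adjusted p = 0.0538), the fission factors fis-2 and mff-2 by 0.46 (SE 0.15, adjusted p = 0.0657) and 0.37 (adjusted p = 0.0781), and eat-3, the inner-membrane fusion gene, by 0.26 (SE 0.13, adjusted p = 0.22). With the experiment as a block the first 3 passed (adjusted p = 0.014, 0.02 and 0.019). At −25 h the group mean was -0.05 after either treatment and at −1 h 0.04 after EtBr and 0.10 after UVC + EtBr (camera adjusted p = 0.942 and 0.702). The call after EtBr was lost without the EtBr array of experiment 5 (0.17, adjusted p = 0.0653).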

There was either no change or a small increase in fusion and fission genes after EtBr and EtBr +UVC, only at 3 h (Additional file 1: Figure S5).

While of less relevance for this manuscript, the transcriptomic responses to EtBr and UVC alone are interesting in their own right. The DETs (defined liberally as p < 0.05 and fold-change >1.2, based on Rosetta Resolver values) for each pairwise treatment comparison at each timepoint are provided in Additional file 3. 

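Tested with limma at an unadjusted p under 0.05 and a fold change above 1.2, the probe sets that differed from the control at −45 h were 390 after UVC, 126 after EtBr and 470 after UVC + EtBr. For these comparisons the paper's list in Additional file 3 holds 400, 193 and 519. At −25 h there were 266, 482 and 869, where the paper's list holds 249, 631 and 1182. The probe sets in both lists numbered 171, 33 and 235 at −45 h and 34, 202 and 482 at −25 h, and all of them went the same way in both. Lists of these sizes drawn independently would share between 1.08 and 45.3, but both were made from the same arrays, so the overlap is not independent evidence. The count after EtBr at −45 h was 426 with the experiment as a block. The most changed genes in it were cyp-35B3 and cyp-35B2, described with the other cytochrome P450s, and cror-1 (4.62, log2, SE 0.68, adjusted p = 0.021).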

The short-term (−45 h) response was stronger in terms of number of regulated genes for UVC than EtBr, but the reverse was true thereafter. This suggests that UVC led to a more robust signaling response, but EtBr altered more biological processes over time or that the response was slower due to the kinetics of uptake of EtBr. 

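At an adjusted p under 0.05, 8 probe sets were lower after UVC at −45 h and none was higher (limma, n = 4 in each group). They are those of snx-14 (difference -1.27, log2, adjusted p = 0.000207), Y48E1C.2 (-0.99), herc-1 (-0.95), noa-1 (-0.81), Y48E1B.3 (-0.66), ccct-1 (-0.62), Y18H1A.4 (-0.57) and tbh-1 (-0.45), which encodes the tyramine beta-hydroxylase of octopamine synthesis. After EtBr 7 were higher and none was lower, 4 of them cytochrome P450s (13 higher with the experiment as a block). Of the liberally called probe sets, 256 of 390 were lower after UVC, and 67 of 126 after EtBr. The block gave 411 higher and 416 lower after UVC, and 170 and 256 after EtBr. Without the control of experiment 6 the UVC numbers were 171 and 176, and without the EtBr array of experiment 4 those of EtBr were 190 and 68, so neither lean was stable.
At −25 h no probe set passed after UVC (431 at an unadjusted p under 0.05) and 2 passed after EtBr (5 with the block). At −1 h none passed after UVC (289 unadjusted) and 290 after EtBr, 222 higher and 68 lower. Besides collagen genes, the lower ones included lep-5 (-4.71) and pud-3 (-3.28), and the higher ones far-7, a fatty acid and retinol binding protein (1.73). After UVC + EtBr 15, 2 and 2877 passed at −45 h, −25 h and −1 h (78, 7 and 3654 with the block). By the liberal definition 5560 differed after EtBr at −1 h, and 527 after UVC and 1235 after EtBr at 3 h.
The UVC count at −45 h was 27 with the experiment as a block and 2 or 3 without any single array other than the UVC array of experiment 7. The EtBr count at −1 h was 103 with the block, 3401 with all 16 groups in one fit and 3400 with array weights. With each array centred on its own median it was 12, of which 5 were higher and 7 lower. It was 3 without the control of experiment 5 or 7 or the EtBr array of experiment 7, 5 without the control of experiment 4 or the EtBr array of experiment 6, and 2130 without the EtBr array of experiment 4. The UVC + EtBr count there fell to 171 without the control of experiment 7 and was 4978 without the UVC + EtBr array of experiment 5.

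**Figure D3:**
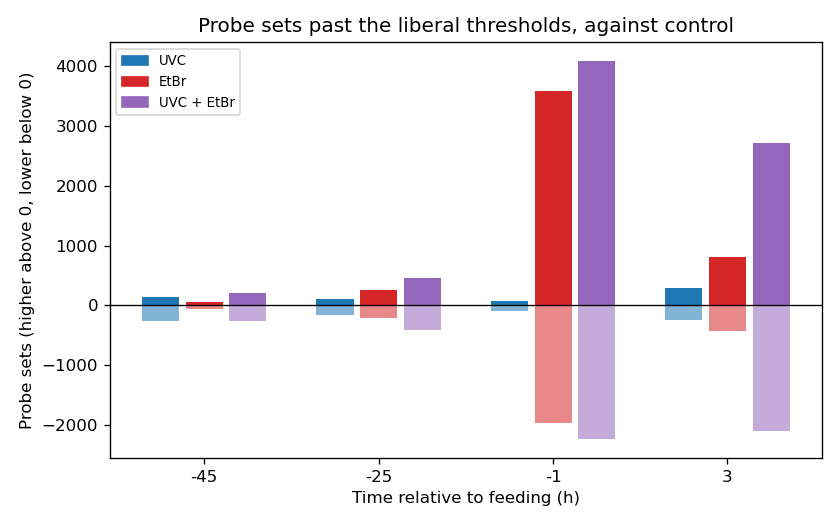
Number of probe sets that differed from the control at an unadjusted p under 0.05 and a fold change above 1.2 at each sampling time (h relative to feeding) for UVC, EtBr and UVC + EtBr, with those higher than the control drawn above 0 and those lower drawn below 0 in a paler tint. For UVC the bars reach 134 above and 256 below 0 at −45 h, and for EtBr 59 and 67, whereas at −1 h those of EtBr reach 3584 and 1976.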

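Among genes of stress response and longevity, none passed the test after UVC alone at an adjusted p under 0.05 in limma. The largest differences from the control at 3 h were those of dod-22 and dod-17, which act downstream of the longevity factor DAF-16. They were 1.83 (log2, SE 0.37, adjusted p = 0.477) and 1.09 (SE 0.22, adjusted p = 0.477), higher in 4 of 4 experiments. egl-1, the cell death gene that p53 switches on after DNA damage, differed by 0.59 (SE 0.19, adjusted p = 0.999), gst-38 by 0.88 (SE 0.24) and the ribonucleotide reductase gene rnr-2 by 0.79 (SE 0.20), also in 4 of 4 experiments. The small heat shock gene hsp-16.2 differed by 0.09 (SE 1.16), and daf-16 and the heat shock factor hsf-1 by 0.01 and 0.02.
As groups at 3 h, 53 DNA repair genes had a mean difference of 0.12 (camera adjusted p = 1.17e-06, adjusted p = 0.59 with an estimated correlation), 3 p53 targets 0.24 (0.0318, and 0.344), 12 oxidative stress genes 0.12 (0.039, and 0.344) and 8 genes of the mitochondrial unfolded protein response 0.13 (0.0339, and 0.59). The 12 heat shock genes (0.13, adjusted p = 0.212) and the 24 of insulin signalling and its DAF-16 targets (0.10, adjusted p = 0.193) did not pass. When adjusted over the list alone, egl-1 was higher among the p53 targets, and 2 of the insulin and DAF-16 list. At −45 h and −25 h none of the 6 groups passed. The heat shock mean was 0.40 (adjusted p = 0.0342) without the UVC array of experiment 5. The oxidative stress call was lost without the control of experiment 1, 4 or 5 or the UVC array of experiment 1, 4 or 7 (adjusted p between 0.0682 and 0.134), and that of the unfolded protein response without the control of experiment 4 (0.167) or 7 (0.213) or the UVC array of experiment 1 (0.173).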

The most altered gene ontologies observed for UVC exposure were stress response and aging. 

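Cytochrome P450s, which oxidize foreign compounds, gave the largest rises with EtBr. At −45 h cyp-35B3 rose by 6.67 (log2, SE 0.37, limma adjusted p = 1.49e-07), which is 102-fold, cyp-35B2 by 5.34 (SE 0.45, adjusted p = 3.53e-05, 40.4-fold), cyp-33C6 by 4.12 (SE 0.22, 17.3-fold) and cyp-33C5 by 1.85 (SE 0.23, adjusted p = 0.00324). At 3 h cyp-35B3 was 69.4-fold higher (6.12, SE 0.61, adjusted p = 2.71e-05), cyp-35B2 39.9-fold and cyp-35A1 25.8-fold. Of 73 measured P450s, 4 were higher at −45 h, 2 at −25 h, 3 at −1 h and 8 at 3 h, and none was lower. Adjusted over the list alone these counts were 7, 4, 6 and 12, with 2 lower at −1 h. The mean over the family was 0.35, 0.22, 0.17 and 0.56 (camera adjusted p = 0.000884, 0.0114, 0.351 and 2.05e-09, and with an estimated correlation adjusted p between 0.0579 and 0.876). The block of experiments brought the family past the threshold at −1 h too (0.0487).
The efflux pump gene pgp-13 rose at −45 h (3.41, SE 0.52, adjusted p = 0.0251), −1 h (1.78, SE 0.29, adjusted p = 0.0371) and 3 h (3.06, SE 0.36, adjusted p = 0.000194), and no other of the 13 P-glycoproteins passed over all genes. The family's means were 0.34 at −45 h (camera adjusted p = 0.00491, adjusted p = 0.524 with an estimated correlation) and 0.44 at 3 h (0.0107, and 0.519). Of 64 UDP-glucuronosyltransferases, which conjugate foreign compounds, ugt-40 rose 2.17-fold at 3 h (adjusted p = 0.0272, 9 higher over the list alone) and the mean was 0.32 (3e-07, and 0.145). Of 40 glutathione S-transferases none passed after EtBr against the control at any time (0 over the list alone at −45 h, −25 h and 3 h, and 1 higher at −1 h), but with the experiment as a block gst-15 did at −1 h (1.55, adjusted p = 0.0495) and gst-4 at 3 h (0.82, adjusted p = 0.0277). Their mean was -0.23 at −45 h (camera adjusted p = 0.0108, adjusted p = 0.904 with an estimated correlation), -0.17 at −25 h (0.0289, and 0.738) and 0.16 at 3 h (0.037, and 0.557), where gst-5 and gst-24 differed by 0.72 (SE 0.24) and 0.70 (SE 0.31). In the 3-factor model 4 of them passed for EtBr, gst-15 higher and gst-10, gst-26 and gst-27 lower, but none without experiment 7 (adjusted p between 0.00692 and 0.0484). gst-15 was also lost without experiment 4 or 5, gst-10 without 6, gst-26 without 2, 4 or 6, and gst-27 without 2, 4, 5 or 6.
Without the control of experiment 6 the P450 mean at −45 h was 0.27 (adjusted p = 0.269). The P-glycoprotein mean was 0.21 (adjusted p = 0.259) at −45 h without the control of experiment 7, and at 3 h 0.36 (0.0874) without it and 0.40 (0.0585) without the EtBr array of experiment 2. The rise of the glutathione S-transferases at 3 h was lost without the control of experiment 1, 4 or 5 or the EtBr array of experiment 2, 4 or 5 (lowest mean 0.13, adjusted p = 0.186), and their −45 h value without the control of experiment 5, 6 or 7 or the EtBr array of experiment 4 or 6 (adjusted p between 0.0545 and 0.404).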

EtBr treatment alone altered expression of many development-related genes (as described earlier) but also led to a dramatic induction of many xenobiotic metabolism genes, in particular cytochrome P450s (some of which were induced 50 to 100-fold: Additional file 1: Figure S6), but also including p-glycoprotein and glutathione S-transferase genes (Additional file 3). 

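The genes cyp-35A3, ugt-37, gst-25 and ugt-22 lay below the control with EtBr at some times, but none of the 4 passed over all genes in limma. The P450 gene cyp-35A3 differed by -0.45 (log2) at −45 h, -1.41 (SE 0.76, adjusted p = 1) at −25 h, -2.11 (SE 0.73, adjusted p = 0.0868) at −1 h and 0.66 at 3 h, and at −1 h it passed with the experiment as a block (adjusted p = 0.0421). The UDP-glucuronosyltransferase gene ugt-37 differed by 0.22, 0.07, -1.00 (SE 0.86, adjusted p = 0.469) and 1.26 (SE 0.37, adjusted p = 0.52) in the same order, so at 3 h it lay above the control. The probe set that the paper's supplement gives as gst-25, a glutathione S-transferase, differed by -0.85 (SE 0.74), -1.00 (SE 0.82), -0.19 and 0.23, and it was below the control in 3 of 4, 2 of 4, 2 of 3 and 1 of 4 experiments. ugt-22 had differences of -1.59 at −25 h and -2.32 at −1 h. After UVC + EtBr, cyp-35A3 fell by 2.52 and ugt-22 by 2.23 at −1 h (adjusted p = 0.03 for both).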

Some xenobiotic metabolism genes, however, were down-regulated by EtBr (e.g., *cyp-35A3*, *ugt-37*, and *gst-25*; Additional file 3). Finally, of all DNA repair genes that we identified previously [34], only one was strongly upregulated by any treatment at any time: *pme-4* (Additional file 1: Figure S7).

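pme-4 (now parg-2), which encodes a poly(ADP-ribose) glycohydrolase, rose after UVC + EtBr at 3 h by 1.46 (log2, SE 0.33, limma adjusted p = 0.014), which is 2.75-fold, in 5 of 5 experiments. At −1 h it differed by 2.06 (adjusted p = 0.0535, and 0.0147 with the experiment as a block), and after EtBr by 1.53 (SE 0.71, adjusted p = 0.173) at −1 h and 0.49 (SE 0.35, adjusted p = 0.701) at 3 h. After UVC it differed by 0.33, 0.11 and 0.47 (SE 0.37) at −45 h, −25 h and 3 h, and none of these passed. Smaller rises were seen in other repair genes. Of the 53 measured, 14 were higher after UVC + EtBr at 3 h and none was lower (19 over the list alone), among them atl-1, the ATR kinase of the DNA damage checkpoint (1.10, SE 0.18, adjusted p = 0.00206), csb-1, of transcription-coupled repair (0.78, SE 0.12, adjusted p = 0.00182), cku-80, of end joining (0.66, SE 0.10, adjusted p = 0.0014), and parp-2 (0.59, SE 0.10, adjusted p = 0.00335). At −1 h 8 were higher and none was lower (11 higher and 1 lower over the list alone), such as ercc-1 of nucleotide excision repair (0.40, SE 0.09, adjusted p = 0.0178). After EtBr alone none passed at any time, over the list alone 2 were higher at −1 h. The mean of the group at 3 h was 0.27 after UVC + EtBr (camera adjusted p = 1.52e-07, adjusted p = 0.35 with an estimated correlation) and 0.11 after EtBr (0.00121, and 0.598), and the 2 groups differed by 0.16 (8.07e-06, and 0.479). The EtBr mean at 3 h was 0.05 (adjusted p = 0.0376) without the EtBr array of experiment 6.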

We next carried out additional experiments to test whether mitochondrial function was in fact altered, as suggested by the transcriptomic data, and whether the mild alterations in levels of mtDNA- and nuclear genome-encoded genes would persist to later timepoints.

### mtDNA damage was persistent to the L4 stage (48 h timepoint)

Immediately (0 h) after the third UVC exposure, 2.7 ± 0.1 mitochondrial and 1.1 ± 0.1 nuclear DNA lesions per 10 kilobases were detected in larval *C. elegans* (Figure 4). nDNA damage dropped to 0.4 ± 0.1 at 3 h post-exposure, and to 0.0 ± 0.1 in 48 h. The mtDNA lesions, in contrast, persisted at 1.8 ± 0.2 and 0.7 ± 0.2 at 3 and 48 h, respectively. These results suggest a dilution of the UVC-induced DNA damage due to replication of the nuclear and mitochondrial genomes throughout *C. elegans* development, since the kinetics of photodimer removal in nuclear and mitochondrial DNA in *C. elegans* would not explain this rate of reduction [15,19,34].

**Figure 4:**
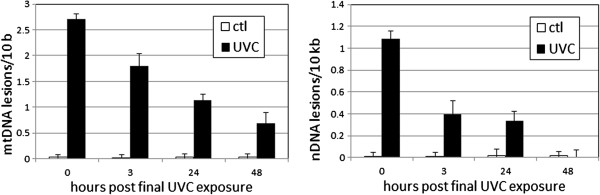
**Exposure to UVC resulted in persistent mtDNA damage in larval *C. elegans.*** Main effects of treatment, time, genome, and all interactions were significant (p ≤ 0.0002). At 0, 3, and 24 h after the last exposure, DNA damage was statistically significant in both genomes. At 48 h, DNA damage was detected in mtDNA (p = 0.0009) but not nDNA (p = 0.82). Note different y-axis scales. n = 4–11 in two experiments.

### Measurement of mtDNA and nDNA copy number throughout development

We used RT-PCR to establish a baseline of mtDNA and nDNA copy number in N2 nematodes (Table 1). As previously observed [9,28], mtDNA copy number increased significantly late in development. In contrast to those previous reports, we saw only a slight increase in mtDNA copy number in early larval stages that did not keep pace with nDNA replication, resulting in a >10-fold decrease in mtDNA:nDNA ratio from freshly laid eggs to hatched L1s. This ratio then roughly doubled by adulthood. These studies were performed on eggs laid on plates during 1 h, so that “0 h” refers to eggs frozen within 1 h of being laid. Since our subsequent experiments were carried out on nematodes that were raised from eggs that were age-synchronized via bleach-sodium hydroxide isolation of eggs and liquid hatch, we also compared mtDNA copy number after one or two days without food in M9 medium (comparable to the conditions used for the serial UVC exposure). The egg prep resulted in a decrease of ~50% in mtDNA copy number in the growth-arrested L1s, but copy number returned to normal by the L3 stage (data not shown; also compare Table 1 with Additional file 1: Figure S2).

**Table 1:** **Nuclear and mitochondrial DNA copy number in wildtype (N2)*C. elegans*raised ay 20 C, starting from eggs laid on k agar plates, ± standard error of the mean**

**Developmental stage**	**nDNA copy number**	**mtDNA copy number (x10**^**4**^**)**	**mtDNA:nDNA ratio**
Egg, 0 h (n=6)	92±36	4.12±1.30	948±498
Hatch, 13 h (n=15)	890±23	6.26±0.16	71±3
Mid-L1, 21 h (n=7)	1155±57	9.96±0.58	87±4
Mid-L2, 33.5 h (n=7)	1492±119	14.00±1.45	94±7
L2/L3, 38 h (n=8)	2000±140	20.17±1.77	101±4
Early L3, 41 h (n=8)	2856±235	29.23±2.72	103±5
Late L3, 44 h (n=8)	3242±245	38.63±3.18	119±6
L3/L4, 47 h (n=7)	3967±273	48.39±3.55	123±6
Early L4, 50.7 h (n=8)	4805±205	56.12±4.02	116±5
Late L4, 54.3 (n=12)	5552±325	73.99±7.43	131±7
L4/young adult, 58 h (n=10)	6496±228	102.77±4.81	159±8
Early young adult, 66 h (n=12)	7430±550	126.49±12.18	174±13
Late young adult, 66 h (n=11)	7737±310	123.57±12.15	157±12
Adult, 70 h (n=12)	9456±315	140.72±6.10	152±10

“0 h” refers to eggs laid within a 1 h period and immediately collected frozen. “n” indicates the number of individual eggs or nematodes lysed and separately analyzed.

### UVC exposure affected mtDNA copy number but not nDNA copy number

Because somatic cell division and development are invariant in *C. elegans*[31], nDNA copy number serves as a proxy for developmental stage. Despite the development-related transcriptomic responses we observed and the mild developmental delay that we previously documented at this dose of serial UVC [15], we did not detect a reduction in nDNA copy number during this experiment (p = 0.82 for main effect of treatment, p < 0.0001 for main effect of time; p = 0.37 for interaction; Figure 5). Nonetheless, preliminary experiments suggested that adult egg reproduction (i.e., at later timepoints) was affected by the UVC treatment.

**Figure 5:**
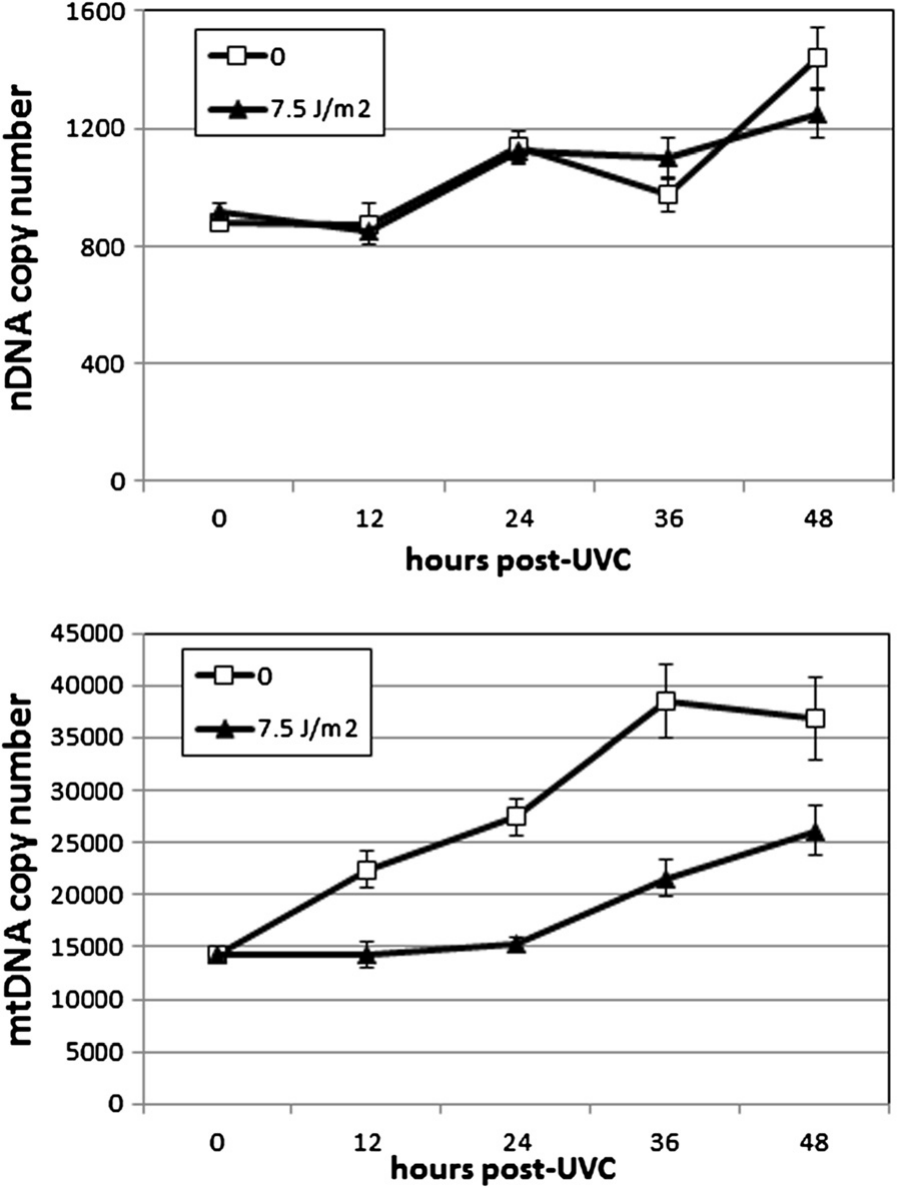
**Exposure to UVC did not cause a detectable change in nDNA copy number, but decreased mtDNA copy number at later time points.** Effect on nDNA: p = 0.82 for main effect of UVC, p = 0.37 for interaction of UVC with time, p < 0.0001 main effect of time. Effect on mtDNA: p < 0.0001 for main effects of UVC and time, p = 0.15 for interaction. n = 8–20 (3 or 4 separate experiments).

In contrast, and as hypothesized based on the *in vitro* ability of UVC-induced photodimers to inhibit DNA polymerase γ [16], mtDNA copy number was decreased at all later timepoints (p < 0.0001 for main effects of time and treatment; p = 0.048 for interaction; timepoints past 0 h p < 0.05 UVC vs control by FPLSD; Figure 5).

These experiments were carried out in the PE255 strain, in order to permit comparison to the ATP data derived from that strain (see below). However, we observed similar results (no effect on nDNA copy number, decreased mtDNA copy number) in preliminary experiments with N2 and *glp-1* strains as well (data not shown).

### UVC exposure altered expression of mtDNA- and nDNA-encoded mRNAs

We also hypothesized that UVC-induced mtDNA damage would inhibit the mitochondrial RNA polymerase [17], resulting in a decrease in mtRNAs. Because our microarray platform has few probes for mtDNA-encoded genes, we examined those samples using RT-PCR analysis. At 3 h, but not earlier, mRNA levels for the mtDNA-encoded genes *ctb-1* and *nd-5* were decreased ~50% after exposure to UVC or UV + EtBr, without a change in mRNA levels for 4 nDNA-encoded mRNAs (*C34B2.8*, *D2030.4* and *K09A9.5*, coding for ETC (Complex I) components, and *polg-1*, coding for the mitochondrial DNA polymerase γ) (Additional file 1: Figure S8). However, formal statistical comparisons of each gene at each timepoint could not be carried out due to the lack of a significant time x treatment x gene interaction.

Next, to determine whether this change was persistent through development, we repeated the experiments and measured mRNA levels for the same genes at 0, 3, 12, 24, and 48 h post-exposure. We observed lower amounts of the mtDNA-encoded mRNAs at 0–12 h (Figure 6). However, we also detected a significant increase in mRNA levels for all of the examined transcripts at 24 and 48 h, including an 8-fold induction of *polg-1* at 48 h post-exposure (Figure 6). Finally, we replicated this experiment in the PE255 strain, with somewhat different results. In the PE255 nematodes, the mtDNA and most nDNA-encoded ETC component mRNAs were generally lower at nearly all timepoints after UVC; only *polg-1* was induced, but to a lesser extent than in the N2 nematodes (Additional file 1: Figure S9).

**Figure 6:**
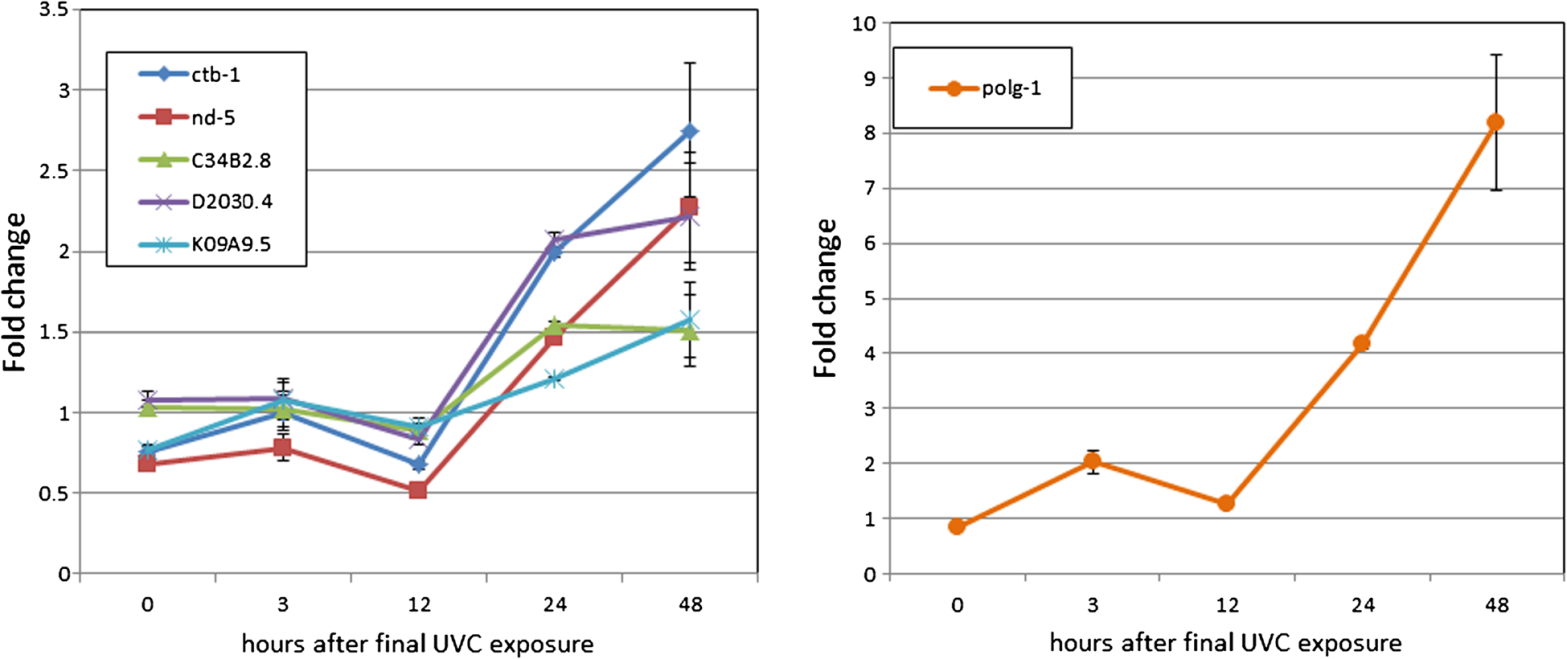
**Exposure to UVC reduced *ctb-1 *and *nd-5 *expression at early timepoints, but resulted in higher levels of all mRNAs at later times (wild-type N2 strain).***ctb-1* and *nd-5* are mtDNA-encoded, and C34B2.8, D2030.4, K09A9.5, *polg-1* are nDNA-encoded, mitochondrial proteins. *polg-1* is graphed separately to avoid obscuring the smaller fold-changes observed in the other genes; note different y-axes. p < 0.0001 for all main and interactive effects, 3 factor ANOVA. Fold change is relative to the mRNA of the same gene at the same time without UVC exposure. n = 3–6.

### UVC exposure resulted in a delayed decrease in steady-state ATP level

To test if altered mtDNA and mtRNA levels were associated with altered mitochondrial energy production, we measured ATP levels *in vivo* using a well-validated [20,43] transgenic strain expressing a luciferase gene. ATP levels were similar in control and UVC-exposed nematodes until ~24 h after the UVC exposure, despite a ~50% drop in the 3 h after the nematodes were plated on food plates (Figure 7). As observed previously using traditional methods for ATP analysis [44], ATP levels increased significantly during larval development. The UVC treatment resulted in a ~50% decrease in ATP levels at 24, 36, and 48 h post-exposure, when ATP levels were rising significantly (Figure 7) (p = 0.003 and p < 0.0001 for main effects of UVC and time).

**Figure 7:**
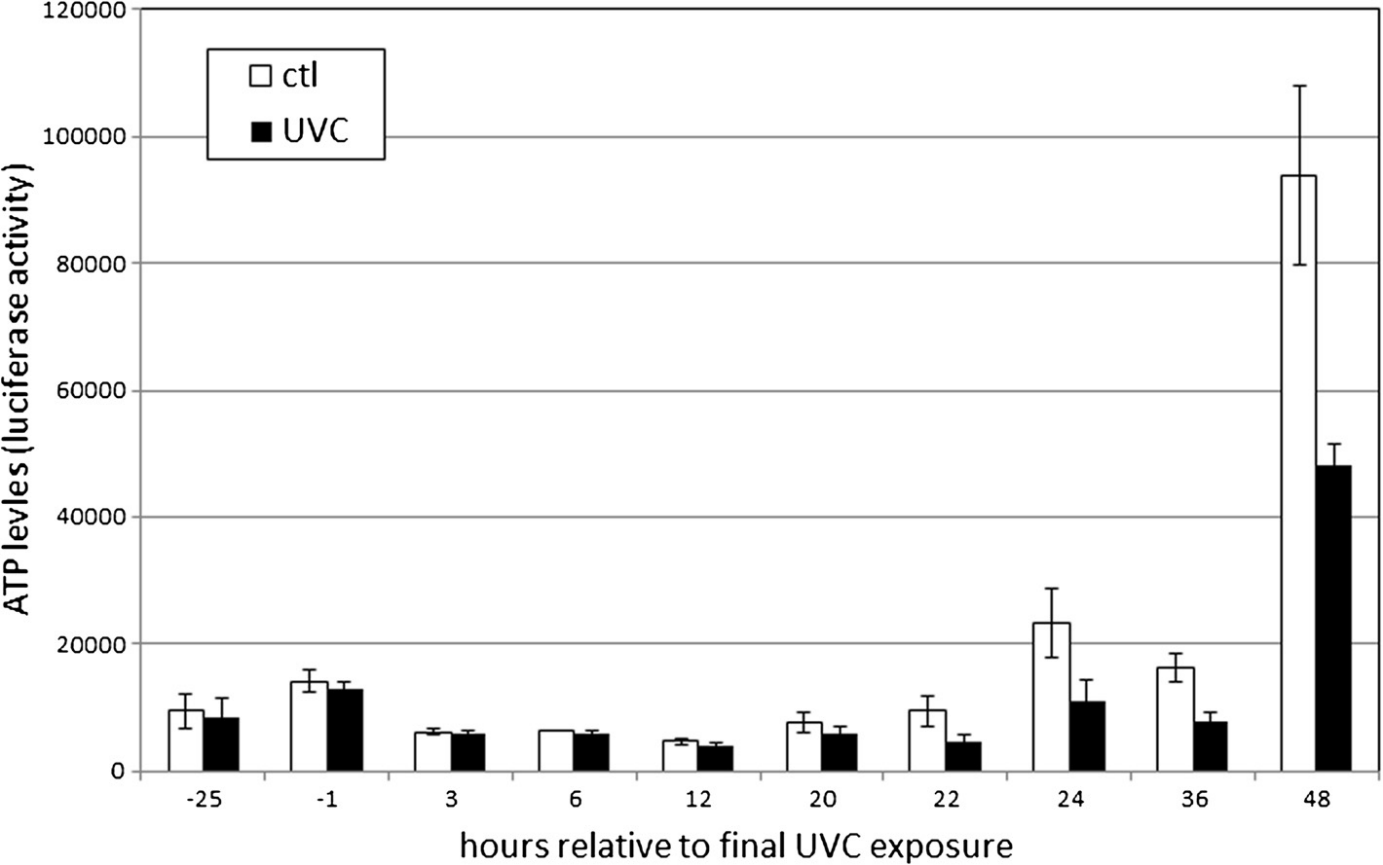
**Exposure to UVC reduced ATP levels at later larval stages in developing *C. elegans*.** The main effects of UVC and time were significant (p = 0.003 and p < 0.0001 respectively), but their interaction was not, precluding comparisons at specific timepoints. n = 5–7 separate experiments; 5 separate measurements per experiment were pooled for each “n”.

### UVC exposure resulted in decreased oxygen consumption

Since ATP can also be produced anaerobically and is a function of both production and use, steady-state ATP levels are an indirect readout of oxidative phosphorylation function. Therefore, to complement the ATP data, we also measured oxygen consumption in PE255 nematodes. Oxygen consumption, unlike ATP levels, did not drop between 0 and 3 h post-exposure (Figure 8), suggesting that the drop in ATP after addition of food resulted from a higher flux of ATP rather than an overall decrease in energy production. Consistent with previous research [44], we observed a strong increase in oxygen consumption during larval development. The UVC exposure resulted in a statistically significant (p ≤ 0.001, FPLSD) decrease in oxygen consumption at all timepoints. However, the degree of decrease varied (p < 0.0001 for time x treatment interaction, ANOVA): ~50% decrease at 0 and 48 h post-exposure, but ~20% at 3 and 24 h (Figure 8).

**Figure 8:**
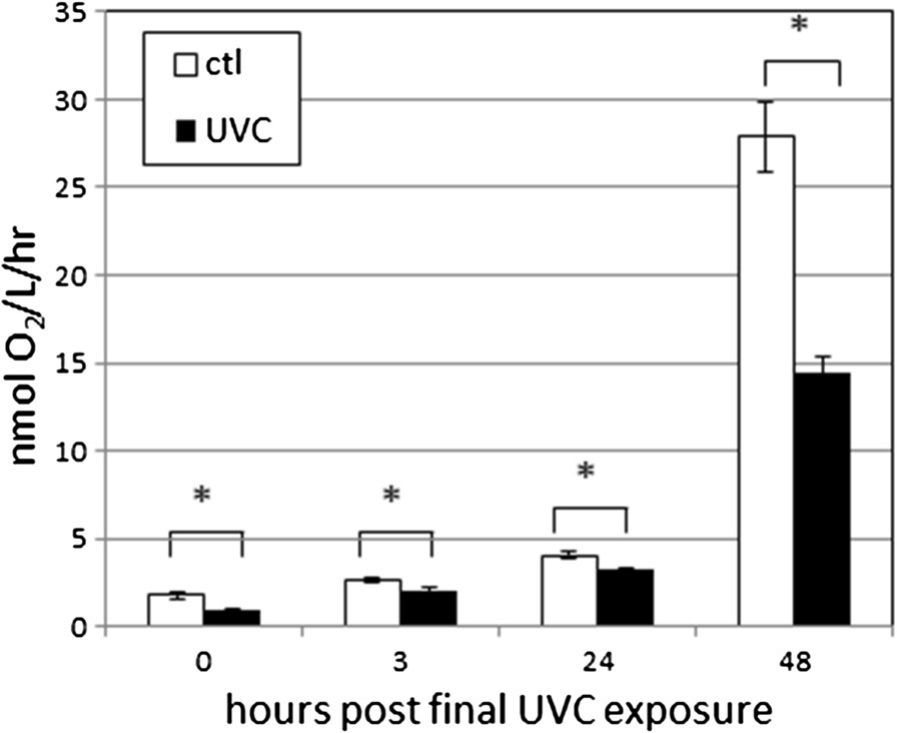
**Exposure to UVC reduced oxygen consumption in larval *C. elegans.*** n = 4–6 in 3 experiments. The effects of time and UVC and their interactions were all significant at p < 0.0001 (ANOVA); all FPLSD comparisons for the effect of UVC at individual timepoints were significant at p ≤ 0.001 (indicated by asterisks).

## Discussion

Previous work has demonstrated that mtDNA damage generated by exposure to alkylating and oxidative agents can cause mitochondrial dysfunction in a cell culture system [14]. However, such damage is generally repairable in mtDNA [3,45]. In contrast, UVC-induced DNA damage is not repaired in mtDNA in *C. elegans*[19], although it can be slowly removed [15]. Here, we report on the effect of a serial UVC exposure, which results in highly persistent mtDNA damage, on genome-level transcription and mitochondrial function.

The strong overall effect of time on our transcriptomic profiles is not surprising, since the transcriptomic response to starvation in L1s is established within 6 h, and the response to food addition is established even more quickly (by 3 h) due to RNA polymerase II accumulation in the promoters of growth-related genes [46]. However, we were surprised not to observe a strong mitochondria-related transcriptomic response to serial UVC alone or in combination with the mtDNA intercalator EtBr. 

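UVC + EtBr differed from EtBr alone in 12 probe sets at −45 h, 1 higher and 11 lower (limma, adjusted p under 0.05). No probe set differed between them at −25 h or −1 h (170 and 328 at an unadjusted p under 0.05). The cytochrome P450s and pgp-13 were raised by both at 3 h, where after UVC + EtBr cyp-35B2 was higher than the control by 5.31 (log2, SE 0.40), cyp-35B3 by 5.57 (SE 0.58), cyp-35A1 by 5.03 (SE 0.41) and pgp-13 by 2.95 (SE 0.34). Between the treatments 50 probe sets differed at 3 h, 14 higher and 36 lower with UVC + EtBr, and 5 and 7 of these by more than 2-fold. Among the latter were Y48E1C.2 (-1.30, SE 0.15, adjusted p = 0.000304) and herc-1 (-1.19, SE 0.21, adjusted p = 0.019). As a group, the P-glycoproteins were higher with UVC + EtBr than with EtBr by a mean of 0.35 (camera adjusted p = 0.00326, adjusted p = 0.479 with an estimated correlation), with 1 member higher over all genes (4 over the list alone). Autophagy genes were higher by 0.16 (0.0193, and 0.583), with none over all genes and 2 over the list alone. At −45 h 122 probe sets differed with the experiment as a block, and without 1 array (any of the 8) between 5 and 8. At 3 h the count was 319 with the block, 90 without the EtBr array of experiment 6, 160 without the UVC + EtBr array of experiment 5 and between 12 (without the EtBr array of experiment 2) and 31 without any other single array except the EtBr array of experiment 1. The autophagy difference was 0.14 (adjusted p = 0.0623) without the UVC + EtBr array of experiment 1 and 0.11 (0.142) without that of experiment 4.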

At the timepoints examined, the transcriptomic response to persistent mtDNA damage (from the UVC) and inhibition of mtDNA replication (from the EtBr) was mild and not very different than EtBr alone. Taken together, these results suggest that *C. elegans* lacks a way to specifically identify and respond transcriptionally to mtDNA damage, that this response is inactive at that time in development, or that any such response is very limited.

Although the transcriptomic response to EtBr by itself was quite robust, it did not include genes that are obviously related to mtDNA maintenance. 

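The array measured 4 genes that maintain mtDNA or transcribe it, polg-1, the mtDNA polymerase, hmg-5, the DNA packaging protein, twnk-1, the replicative helicase, and rpom-1, the mitochondrial RNA polymerase. None passed after EtBr at any time in limma, over all genes or over the list alone. polg-1 differed from the control by 0.24 (log2, SE 0.11, adjusted p = 1) at −45 h, -0.05 at −25 h, 0.26 (SE 0.15, adjusted p = 0.252) at −1 h and 0.25 (SE 0.17, adjusted p = 0.7) at 3 h. hmg-5 lay between -0.18 and 0.09 and twnk-1 between -0.22 and 0.14. The mean of the group was 0.10, 0.02, 0.02 and 0.13 at the 4 times (camera adjusted p = 0.125, 0.807, 0.903 and 0.352).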

Rather, the response was dominated by induction of “xenobiotic metabolism” (including cellular efflux pumps) as well as nuclear hormone receptor genes. 

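Of 254 nuclear hormone receptors, transcription factors of which several respond to foreign compounds, 8 were higher after EtBr at −1 h and none was lower (limma, 43 higher and 2 lower over the list alone). Among them were nhr-206 (1.58, log2, SE 0.33, adjusted p = 0.0475) and nhr-90 (0.62, SE 0.13, adjusted p = 0.0475). All 8 calls were lost with each array centred on its own median and without the control of experiment 4, 5 or 7 or the EtBr array of experiment 6 or 7. The count was 11 with the experiment as a block, and 41, 27 and 36 were higher without the control of experiment 1, the EtBr array of experiment 1 and that of experiment 4. At 3 h none passed over all genes in limma and 12 were higher over the list alone. The mean of the family was 0.08 at −25 h (camera adjusted p = 0.0134, adjusted p = 0.738 with an estimated correlation), 0.28 at −1 h (1.1e-06, and 0.646) and 0.14 at 3 h (6.9e-06, and 0.429). After UVC + EtBr 59 receptors were higher at −1 h (80 higher and 1 lower over the list alone) and 37 at 3 h (49 over the list alone). The former count was 7 without the control of experiment 7. The family mean at −25 h missed the threshold without the control of experiment 4 or 7 or the EtBr array of experiment 7 (adjusted p between 0.145 and 0.318). With UVC + EtBr nhr-208 rose by 1.41 (SE 0.25, adjusted p = 0.0136) at −1 h, and nhr-132 by 0.77 (SE 0.11, adjusted p = 0.00146) at 3 h.
The genes that the paper names in its text and supplements, 35 of which were measured, had a mean of 0.97 after EtBr at 3 h (camera adjusted p = 4.32e-15, adjusted p = 0.00861 with an estimated correlation), with 7 higher (12 over the list alone). This list was chosen by the study on these arrays, so its direction is not independent evidence. Among efflux pumps, pgp-8 rose after UVC + EtBr at 3 h (1.75, SE 0.29, adjusted p = 0.00258), where it differed by 0.33 (SE 0.30) after EtBr.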

The category of “xenobiotic metabolism,” however, should be treated with caution since the actual substrate specificity of the corresponding enzymes has generally not been tested. Nonetheless, the degree of induction is remarkable, and adds to the growing literature on the ability of this nematode to transcriptionally modulate the metabolic response to xenobiotics [47-49].

UVC, EtBr, and the combination acted to inhibit development-related transcriptomic changes associated with food addition, and also altered the mRNA levels for genes involved in energy metabolism both during starvation and after food addition. This is consistent with the induction of glycolysis genes in human cells depleted of mtDNA [50]. It is also consistent with our other results that showed decreased ATP levels, oxygen consumption, and mtDNA copy number, since all of these typically increase during development. 

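Between −1 h and 3 h, 803 probe sets changed with food in the control, 525 upward and 278 downward (limma over all 16 groups, adjusted p under 0.05). Among those with the same direction in each experiment with both times, the largest rises included sysm-1 (3.24, log2, SE 0.60, adjusted p = 0.000313), hmit-1.1, a myo-inositol transporter (2.35, SE 0.51), gpdh-1, the glycerol-3-phosphate dehydrogenase of glycerol synthesis (1.74, SE 0.28), clec-258, a C-type lectin (1.72), and gst-24 (1.62). The falls included the fatty acid oxidation gene acs-2 (-2.54 as the mean of 2 probe sets, SE 0.37, adjusted p = 1.07e-05) and the metallothionein gene mtl-1 (-2.28, SE 0.55, adjusted p = 0.007). Oxidative phosphorylation genes rose as a group by a mean of 0.14 (camera adjusted p = 0.000456, adjusted p = 0.809 with an estimated correlation, none alone), and 7 cytochrome P450s fell and 1 rose (11 and 2 over the list alone; mean -0.35, 5.29e-07, and 0.359).
Probe sets whose response to food was established in the controls of experiments 1 and 4 were then measured at 3 h in the other experiments. The difference from the control at 3 h was signed by the control's change with food. A value below 0 is thus a level at 3 h less far along that change. The treated arrays at −1 h were not used, so it does not measure the size of the change itself. There were 5 such probe sets, and their medians were -0.52 for UVC, -0.92 for EtBr and -0.80 for UVC + EtBr. Against the control of the same experiment they lay below 0 in 2 of 2, 1 of 1 and 2 of 2 experiments, as experiment 6 has no control at 3 h. Choosing on experiments 5 and 7 gave 13 probe sets and -0.09, -0.36 and -0.51, below 0 in 1 of 2, 1 of 2 and 2 of 2. With 61 probe sets at an unadjusted p under 0.001, a choice made after seeing the data, they were smaller, -0.13, -0.24 and -0.29. Without experiment 6 the EtBr median of the first choice was -1.71. When the change with food was itself compared with that of the control, no probe set differed for UVC (338 at an unadjusted p under 0.05), 2 did for EtBr and 34 for UVC + EtBr, 14 higher and 20 lower (314 with the experiment as a block). By groups, collagens rose more with food than in the control after EtBr (mean 0.43, camera adjusted p = 9.52e-09, adjusted p = 0.512 with an estimated correlation), from lower values at −1 h, and so did the 15 genes of cell cycle and DNA replication after UVC + EtBr (0.82, 1.15e-09, and 0.354), of which 1 passed over all genes and 10 over the list alone. The mitochondrial unfolded protein response rose more with EtBr (0.50, 1.88e-05, and 0.0311, 4 over the list alone). The EtBr arrays came from experiments 1, 4, 6 and 7 at −1 h and from 1, 2, 4, 5 and 6 at 3 h. Only 2 experiments held all the groups of the EtBr comparison. Experiments that differ between the times could thus contribute to its differences, which was not tested.
The count of 803 was 1222 with the block and 59 with only the 2 groups in the fit. With each array centred on its own median it was 760, 373 upward and 387 downward, so the excess of rises was lost. It was 229 without the −1 h control of experiment 1, 489 and 504 without the 3 h controls of experiments 4 and 2, 521 without the −1 h control of experiment 5 and 1406 without that of experiment 4. The paper concludes that the exposures held back the transcriptional changes of development that food brings and altered energy metabolism. It relates this to the lower ATP levels, oxygen consumption and mtDNA copy number it measured, which normally increase as nematodes develop.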

We note that we measured ATP levels and oxygen consumption only in PE255 nematodes, and the difference in UVC-induced mRNA levels indicates a need for caution in extrapolating results between PE255 and N2 nematodes. However, the developmental patterns that we observed were similar to those previously published for N2 nematodes, suggesting that overall mitochondrial function is likely similar in N2 and PE255 nematodes.

It is interesting that the observed decreases in mitochondrial function were not associated with a decrease in nDNA copy number. This suggests that development itself, as measured by cell division (which occurs according to an invariant pattern in *C. elegans*), was not significantly hindered. This conclusion is also supported by our previous observation of only a very slight delay in development at this dose of serial UVC [15]. This is surprising given the documented ability of mitochondrial dysfunction to inhibit larval development in *C. elegans*[9,51,52]. We propose two possibilities to explain this: first, as suggested by previous work, that the developmental delay results not so much from mitochondrial dysfunction *per se*, but rather from a signaling event that presumably was not activated at this level of damage [52,53]; second, that the threshold of mitochondrial dysfunction required to hinder development was not reached. These hypotheses, as well as an exploration of effects in adults, are important areas of future research.

We hypothesized that since the DNA damage was repaired in nDNA but not mtDNA, transcription of ETC components would be imbalanced, resulting in mitochondrial dysfunction. While the decreases in mRNA levels that we observed at early times were not enormous (maximally 50%), we note that in human cells, mtRNA represents between 5% and 30% of total cellular RNA [54], suggesting that production of high levels is important. However, there was no induction of *hsp-6* and *hsp-60*, which respond to imbalance of ETC proteins [55]. This suggests the possibility of retrograde signaling that permits the organism to maintain an appropriate balance of ETC proteins. Similarly, there was not a strong transcriptomic signature indicative of oxidative stress (e.g., induction of *gst-4* or *gcs-1*: [56,57]), as might be expected if there were significant ETC dysfunction [58]. 

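hsp-6 and hsp-60, the mitochondrial chaperones that report the mitochondrial unfolded protein response, did not pass after any treatment in limma. At 3 h hsp-6 differed from the control by 0.32 (log2, SE 0.10, adjusted p = 0.586) after EtBr and 0.29 (SE 0.10, adjusted p = 0.0697) after UVC + EtBr, the latter passing with the experiment as a block (adjusted p = 0.0268), and hsp-60 by 0.33 (adjusted p = 0.674) after EtBr. At −1 h hsp-60 differed by -0.70 (adjusted p = 0.254) after EtBr. dnj-10, a mitochondrial co-chaperone, rose by 0.44 (SE 0.13, adjusted p = 0.0448) after UVC + EtBr at 3 h, and the protease gene lonp-1 differed by 0.42 (adjusted p = 0.0609). The 8 measured genes of this response had a mean of 0.26 after EtBr at 3 h (camera adjusted p = 0.00128, adjusted p = 0.145 with an estimated correlation), with none higher over all genes and 3 over the list alone. After UVC + EtBr it was 0.20 (0.135), with 1 higher (3 over the list alone).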

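gst-4, a glutathione S-transferase that reports SKN-1 activity, rose after UVC + EtBr at 3 h by 1.38 (log2, SE 0.32, limma adjusted p = 0.0146), in 5 of 5 experiments. After EtBr it differed by 0.71 (SE 0.33, adjusted p = 0.672), a difference that passed with the experiment as a block (0.0277), and after UVC by 0.54 (SE 0.35, adjusted p = 0.999). gcs-1, which makes the first step of glutathione synthesis, rose by 0.62 (SE 0.16, adjusted p = 0.0255), skn-1, the oxidative stress factor, by 0.52 (SE 0.12, adjusted p = 0.0141) and gsr-1, the glutathione reductase, by 0.46 (SE 0.12, adjusted p = 0.028), all after UVC + EtBr. Of 12 oxidative stress genes these 4 were higher there and none was lower (4 higher and 1 lower over the list alone), and the group mean was 0.20 (camera adjusted p = 0.194). sod-3, the mitochondrial superoxide dismutase, differed by -0.32 (SE 0.18, adjusted p = 0.277). At −45 h gst-4 lay below the control by a difference of -0.71 after EtBr, and did not pass.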

The lack of induction of these and other common general stress-response pathways also suggests that, although UVC is not entirely specific for nucleic acids, damage to other cellular macromolecules was not widespread. Overall, the relatively mild response to persistent mtDNA damage suggests that *C. elegans* has a significant ability to maintain mitochondrial function despite such damage, as we recently observed is true for primary human fibroblasts [59].

The significant induction in *polg-1* and ETC mRNAs at 24 and 48 h post-exposure may also explain in part the nematodes’ ability to recover from damage, and to begin replenishing the mtDNA population by 48 h. It may be that *polg-1* was not induced at early timepoints because of the relatively low dependence on mitochondrial function exhibited by *C. elegans* at those developmental stages. That insensitivity has been previously demonstrated by studies showing that mitochondrial dysfunction results in developmental arrest at the L3 or L4 stage, not earlier [9,51,52], and that *C. elegans* lacking both copies of *polg-1* are able to survive to late larval stages and even in some cases early adulthood [28]. Similarly, the induction of ETC genes supports an adaptive response, and is consistent with the ability to tolerate and transcriptionally compensate for mtDNA depletion previously observed in HeLa cells [60].

A fuller understanding of the basic biology of mtDNA maintenance in *C. elegans* will help elucidate a more complete understanding of the replicative and transcriptional response to such damage in this organism. Mitochondrial biogenesis is an important response to mitochondrial stress or dysfunction in mammalian cells [61], and our mRNA induction data supports such a response in *C. elegans*. However, mitochondrial biogenesis *per se* has not been described in *C. elegans*. In addition, although there are many similarities with mammalian mtDNA, there are also differences. For example, TFAM has not been found in *C. elegans*—perhaps because if present, it may not have a transcriptional role, as appears to be the case in yeast [62]. It is also interesting that in *C. elegans* there are apparently no genes on the light strand, raising questions about how transcription and replication are coupled in this species, since light strand transcription is the mechanism for priming mtDNA replication in humans [63,64].

## Conclusions

In summary, our results support the hypothesis that early life exposure to persistent mtDNA damage can lead to later life mitochondrial dysfunction. However, they also highlight the ability to compensate for or respond to such damage *in vivo*. Some of this capacity is likely the result of the ability to clear such damage via mitochondrial dynamics and autophagy [15]. An important direction of future research will be to investigate how deficiencies in those processes—which are observed in the human population—will affect the response to such damage.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MCKL, JPR, ITR, ASB, and AQJ carried out measurements of mtDNA damage, mtDNA and nDNA copy number, mRNA levels by RT-PCR, oxygen consumption, and ATP levels. AJB and TLC carried out microarray experiments. MCKL, JPR and JNM participated in study design and coordination; MCKL and JNM drafted the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/2050-6511/14/9/prepub

## Supplementary Material

Additional file 1: Figure 1 The *C. elegans* mitochondrial genome, produced with Organellar GenomeDraw (Lohse et al., 2007). The blue arrow indicates the direction of transcription (Okimoto et al., 1992). mRNA levels of the two genes highlighted in purple were measured using RT-PCR. **Figure 2.** Exposure to EtBr (5 μg/mL) did not result in measureable DNA damage (measured 1 h after the third UVC exposure) in either genome, nor did it exacerbate UVC-induced DNA damage in either genome (p > 0.05 for main effect of EtBr and interaction term, 2 factor ANOVA). The exposures did not result in a marked change in mtDNA:nDNA ratio (bottom panel); time (p = 0.50), treatment (p = 0.91) and the interaction term (p = 0.89) were all statistically insignificant. Therefore, we could not make direct within-time comparisons by FPLSD. n = 4-8 per bar. **Figure 3.** Time and EtBr were the major drivers of differential gene expression by ANOVA and PCA. Even at the least stringent p-value, where 748 differentially expressed genes are expected to be identified by chance, no genes were differentially regulated in response to UVC in a way that was modulated by EtBr or EtBr and time. In the PCA (three views of same plot), the x-axis (component 1) explains 52% of variability, the y-axis 21%, and the z-axis 14%. Blue indicates -45 h, red -25 h, maroon -1 h, and grey 3 h. Diamonds indicate control samples, circles UVC, squares EtBr, and triangles UVC + EtBr. Analyses performed with GeneSpring. **Figure 4.** At 3 h, the combination treatment led to additional effects compared to EtBr alone. Development is the most-altered gene ontology; differences were also observed in transcription, protein catabolism, and organellar organization. Blue indicates higher expression in the combination than in EtBr alone. **Figure 5.** Some autophagy genes were induced by EtBr and UVC at later timepoints (top panel; *lgg-2* highlighted). No changes were observed in fusion or fission genes (bottom panel; *eat-3* highlighted). Red-blue scale coloration is based on comparison to mRNA levels in control samples at -45 h. Normalized intensity values are on a binary log scale (i.e. “1” indicates a 2-fold change, “2” a 4- fold change, ETC). n = 4-6. **Figure 6.** Many cytochrome P450 genes were upregulated by exposure to ethidium bromide; shown are genes upregulated by EtBr and fitting the GO term “monoxygenase activity.” The genes shown are *cyp-35B3* (highlighted in green), *cyp-13A7*, *cyp-35A5*, *cyp-35B1*, *cyp- 33C3*, *cyp-33C6*, *cyp-33C7*, *cyp-33D3*, *cyp-35B2*, *cyp-35A1*, *cyp-33C5*, and *cyp-33C4*. Red-blue scale coloration is based on comparison to mRNA levels in control samples at -45 h. Normalized intensity values are on a binary log scale (i.e. “1” indicates a 2-fold change, “2” a 4-fold change, ETC). n = 4-6. **Figure 7.** There is little change in expression of known DNA repair genes (from Boyd et al., 2010) either with time or treatment, with the exception of *pme-4* (highlighted). Red-blue scale coloration is based on comparison to mRNA levels in control samples at -45 h. Normalized intensity values are on a binary log scale (i.e. “1” indicates a 2-fold change, “2” a 4-fold change, ETC). n = 4-6. **Figure 8.** Effect of exposure to UVC, EtBr or both on mRNA levels for mtDNA-encoded (*ctb-1*, *nd-5*) and nDNA-encoded (C34B2.8, D2030.4, K09A9.5, *polg-1*) mitochondrial proteins. The legend is the same for all graphs. p < 0.05 for main effects of time, treatment, and genome, and genome x time interactions. Fold change is relative to the mRNA of the same gene at the same time without UVC exposure. n = 5-7 (samples derived from microarray experiment exposures, including additional samples not used for microarray). **Figure 9.** Effects of exposure to UVC in the PE255 strain. *polg-1* is graphed separately for consistency with Figure 6. *ctb-1* and *nd-5* are mtDNA-encoded, and C34B2.8, D2030.4, K09A9.5, *polg-1* are nDNA-encoded, mitochondrial proteins. The effect of UVC and gene (p = 0.016 and p < 0.0001 respectively) were significant, as was the interaction of UVC with gene (p = 0.003). No other main or interactive effects were significant (p > 0.05, 3 factor ANOVA). Comparisons at specific times could not be made due to the lack of significant interactions involving time. Gene-by-gene comparisons (across time) by FPLSD indicated that *polg-1* behaved differently than all other genes (p ≤ 0.003), and *nd-5* was distinct from K09A9.5 (p = 0.02). Fold change is relative to the mRNA of the same gene at the same time without UVC exposure n = 3-6. Click here for file

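The expectation of 748 genes corresponds to 5% of the genes that were called for time at an adjusted p under 0.05, as the value computed here from 15271 probe sets is 763.55. At that threshold in the same model, 6229 probe sets were called for EtBr, 159 for UVC, 378 for time x EtBr and 23 for time x UVC, and none for UVC x EtBr or for all 3 factors. The sets at an adjusted p under 0.001 are smaller, and those of the interactions hold the P450 genes cyp-35A1 and cyp-35A5 for time x EtBr and snx-14 for time x UVC.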

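Each axis of such a plot is a weighted sum of all probe sets, chosen to hold as much of the spread between arrays as possible. With each probe set scaled to unit variance, the components held 25.0%, 10.1% and 6.80% of the variance. Computed on the 16 group means in place of single arrays, component 1 held 68.9% and component 3 9.57%. Leaving out 1 experiment at a time gave 44.8% to 51.7% for component 1 and at most 14.9% and 7.16% for components 2 and 3.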

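Of the probe sets that differed between UVC + EtBr and EtBr alone at 3 h, 36 of 50 were lower with the combination. Among the genes with the largest falls were some that UVC also lowered without EtBr at −45 h, Y48E1C.2 (-1.30, log2, SE 0.15, limma adjusted p = 0.000304), herc-1 (-1.19, SE 0.21, adjusted p = 0.019), noa-1 (-1.09, SE 0.18), snx-14 (-0.95, SE 0.15) and Y18H1A.4 (-0.76, SE 0.12), together with Y48C3A.18 and pinn-4 (-1.00 and -0.98). Among the rises were clec-41, a C-type lectin (0.69), and the efflux pump gene pgp-8 (1.42, SE 0.29, adjusted p = 0.0476). Transcripts of the mitochondrial genome lay lower as a group (mean -0.15, camera adjusted p = 0.00689, adjusted p = 0.521 with an estimated correlation), and the 4 genes of mtDNA maintenance likewise (-0.31, 0.0063, and 0.204), with no member over all genes and 1 of the latter over the list alone.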

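On the centred log2 scale eat-3 was at 0.17 ± 0.28 (SD, n = 5) in the control at 3 h, at 0.35 ± 0.27 (SD, n = 5) with EtBr and at 0.44 ± 0.14 (SD, n = 6) with UVC + EtBr. It did not pass for any treatment at that time in limma (adjusted p = 0.706 after EtBr). Its change with food in the control was 0.25 (SE 0.16, adjusted p = 0.445). lgg-2, an LC3 homolog of autophagosomes, differed from the control by 0.69 (SE 0.33 by limma) after UVC + EtBr at −1 h and by 0.08 (SE 0.31) after EtBr at 3 h.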

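Of these 12 genes, cyp-35B3, cyp-35B2, cyp-33C6 and cyp-33C5 were higher after EtBr at −45 h, and at 3 h so were cyp-35A1 (4.69, log2, SE 0.43, limma adjusted p = 1.06e-05), cyp-35B1 (3.19, SE 0.34, adjusted p = 5.43e-05) and cyp-35A5 (2.80, SE 0.51, adjusted p = 0.0409). At −45 h cyp-35A1 differed by 3.92 (SE 0.78, adjusted p = 0.342), which passed with the experiment as a block (0.00764). The others did not pass at any single time over all genes. For EtBr in the 3-factor model, at an adjusted p under 0.001, cyp-33C3 (mean 0.39), cyp-33C4 (0.53) and cyp-33C7 (0.40) passed, and without experiment 7 none of the 3 did (adjusted p = 0.00203, 0.0126 and 0.0109). cyp-33C4 and cyp-33C7 also missed this threshold without experiment 4 (adjusted p = 0.0037 and 0.0023) or 6 (0.0024 and 0.0038). cyp-33C4 differed by between 0.27 and 0.74, cyp-33C3 by between 0.20 and 0.79, cyp-33C7 by between 0.09 and 0.51, cyp-13A7 by between 0.09 and 0.55, and cyp-33D3, at -0.38, 0.15, 0.37 and -0.05 over the 4 times, lay on either side of the control. At −25 h cyp-35B3 was 23.7-fold higher (4.57, SE 0.43, adjusted p = 0.000337) and cyp-35B2 9.29-fold, and at −1 h they were higher by 3.82 (SE 0.49, adjusted p = 0.00543) and 2.98 (SE 0.33, adjusted p = 0.00279).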

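Among repair genes, 4 of the 53 listed and measured changed with EtBr in the 3-factor model and none with UVC. The list does not hold gtf-2H4 and gtf-2H5 of TFIIH, alkb-1, top-3A and top-3B, which UVC lowered. The group was close to the control before feeding after UVC, with a mean of 0.05 at −45 h, 0.01 at −25 h and 0.08 at −1 h on the binary log scale (camera adjusted p = 0.0556, 0.588 and 0.00169, adjusted p = 0.553 with an estimated correlation for the last). After EtBr it was 0.04, 0.01 and 0.08 at the same times (adjusted p = 0.00491, 0.622 and 0.503), and with an estimated correlation no list had an adjusted p under 0.05 at −45 h (lowest 0.100). The −45 h call was lost without the EtBr array of experiment 5 (0.03, adjusted p = 0.114), the control of experiment 6 (0.03, 0.266) or that of experiment 7 (0.02, 0.259).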

Additional file 2 **This file contains the “Union4” interactome described in the text (Methods section), containing 14334 nodes and 346484 edges.** It is in the Cytoscape-compatible .sif file format. Click here for file

Additional file 3 This file contains differentially expressed transcripts (defined as fold-change >1.2, p < 0.05 based on Rosetta Resolver analysis) for all pairwise treatment comparisons at the 3 h timepoint. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

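RNA of L1 nematodes was measured on 69 Affymetrix C. elegans Genome Arrays from 6 experiments, in 16 groups made of 4 treatments (control, UVC, EtBr and UVC + EtBr) and 4 sampling times (−45, −25, −1 and 3 h relative to feeding). Each group had 4 to 6 arrays. The paper states that the n of each measure comes from different experiments separated in time, and the sample labels give each array's experiment number, which was used as the replicate number. The labels count hours from the first dose, and the paper's times were used.

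The authors deposited log2 values. According to the submitters' processing notes these were made with RMA, for which no version is given in the sources used here. The values had been centred on the median of each probe set over all arrays before they were deposited, a step that neither the paper's text nor those notes name. As a result the level of a transcript is unknown, as are the signal over background and whether a probe set was detected. The scale and direction were settled from the group means of icl-1 and sucg-1, which match Figure 3. Values lay between -6.03 and 6.70, the standard deviation over all probe sets was 0.269 to 0.604 per array, and centring each array on its own median moved it by at most 0.0873. The paper's own tests were run in GeneSpring GX11 and Rosetta Resolver, which were not used here.

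Probe sets were named from the platform's annotation, and the symbols of 20701 of them were updated through their gene number to those of the WBcel235 annotation, which served only for names and for the order of genes along chromosomes. The named probe sets stand for 17118 genes, of which 2981 have more than 1 probe set. A pair of choices fixed in advance could not be applied to centred values. The probe set with the highest mean could not stand for its gene, so the mean of the gene's probe sets was used, with the probe set of the largest spread as an alternative. The third of probe sets with the lowest mean could not be left out, so the third with the smallest spread was left out in its place as an alternative, which kept 15032 probe sets.

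All tests used limma 3.58.1 in R 4.3.3, and Python 3.11.15 with matplotlib 3.10.9 served for tables and plots. Time, UVC, EtBr and their interactions were tested in 1 model over all arrays at an adjusted p under 0.001. Pairs of groups, and the interaction of UVC and EtBr, were compared within each time in a fit of the 4 groups of that time, and the change with food from −1 h to 3 h in a fit of all 16 groups, each at an adjusted p under 0.05 by the Benjamini-Hochberg method. For lists of differentially expressed transcripts the paper's liberal definition, p under 0.05 and a fold change above 1.2, was also used. A standard error (SE) is that of limma's fit with its moderated variance. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists of a comparison, again with the correlation estimated from the data, and with fry. With the estimated correlation, the calls that held were those of the paper's named genes after EtBr at 3 h and in the response to food with EtBr, of mtDNA maintenance for UVC + EtBr against EtBr at −45 h, and of the mitochondrial unfolded protein response in the response to food with EtBr. Fry asks whether the genes of a list move one way on balance and does not compare them with other genes. Lists with fewer than 3 measured genes were not tested.

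Genes were named by a rule. For each comparison with the control and for the response to food, it took the 10 probe sets with 1 gene symbol that rose most and the 10 that fell most, among those past the threshold with the same direction in every experiment with both groups. It also took every gene the paper names for the arrays, whose supplementary fold changes had in part been seen, and up to 4 members of each list with the smallest p. Genes named outside this rule were chosen after their values were seen. They are those singled out for UVC + EtBr against EtBr, and the members of small counts.

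The experiment numbers pair the arrays, as the paper states that experiments were separate in time. This was checked on the deviations from the group means. Arrays of the same experiment and time correlated by 0.468 on average (lowest -0.142, and over 0.1 in 84.2% of 95 pairs), arrays of the same experiment at another time by 0.280, and arrays of different experiments at the same time by -0.162. The first component of the deviations held 35.6% of their variance, and the experiment accounted for 62.4% of it. Fits with the experiment as a block were therefore made for each comparison. Where they change a result, their values stand beside many of these results or in the section on the processing.

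The fits were tested on simulated data with known changes before they were run. With 4 arrays per group as for EtBr at −45 h, 79% of 100 genes changed by 1 on the log2 scale and 91% of 100 changed by 2 were recovered, with 2 unchanged genes called, and with the experiment as a block 85% and 96%, with 13 unchanged genes called. With the arrays of UVC + EtBr and control at 3 h the shares were 83% and 95%, with 1 unchanged gene called, and with the block 88% and 97%, with 10. So the block recovered more genes and also called more unchanged ones in these simulations. An adjusted p under 0.05 allows a small share of unchanged genes among those called. These counts thus do not show that the block calls too many. In the 3-factor model for EtBr the shares were 93% and 99%. A simulated shift of -0.3 of the genes of oxidative phosphorylation was called by camera, and none of 32 other lists was. The simulated genes were drawn independently of each other, so false calls of lists that arise from correlated genes could not appear. The shift was also larger than the -0.11 observed after UVC + EtBr at 3 h.

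Alternatives were the experiment as a block, all 16 groups in 1 fit, array weights, centring each array, the liberal threshold, an adjusted p under 0.05 for the 3-factor model, an ordinary F test, and leaving out each array or experiment in turn. For the components they were scaling and group means. Alternatives chosen after seeing the data were the pair of spread rules above, the response to food without experiment 6, and its choice of probe sets at an unadjusted p under 0.001. RT-qPCR, mtDNA copy number, ATP and oxygen consumption are not array measurements and were not analysed here. Gene ontology terms were not tested, as no table of them was used here.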

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

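The tests chosen only after their result was seen are those of the endings of the probe sets and of the hours after a dose for the genes lowered by UVC, and the differences within experiments for the moulting genes.

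The 3-factor model found 35 probe sets lower after UVC, among them snx-14, noa-1, pinn-4 and ccct-1, and 12 of the 31 genes placed on the chromosomes had another of them within 10 genes, as in the groups of top-3B, pinn-4, Y48C3A.18, Y48E1C.1 and Y48E1C.2 and of snx-14, noa-1 and Y48E1B.3 on chromosome II. The tables argue against noise of a few arrays. When 35 probe sets were chosen at −45 h and 3 h in experiments 4 and 5 alone, only 22 of them were among those of the model. All were lower at the same times in experiments 6 and 7 (100%, against 49.7% of all probe sets, with a median of -0.49). The other times, at which the fall was small, were not used for this. They argue against probe sets that match several transcripts as the whole cause, because 19 of the 35 carry the ending for 1 transcript (54.3%, against 70.2% of all). A fall within hours of a dose remains open, since 35 of 35 fell more at −45 h (median -0.51) and 3 h (-0.54), both 3 h after UVC, than at −25 h (-0.11) and −1 h (-0.07). A shared chromosome neighbourhood also remains open, since random sets of as many genes on the array held 1.124 such genes on average and 10 at most in 100000 draws (permutation test, p = 1.000e-05, the smallest that these draws can give), and length and base content of the genes were not tested.

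Moulting genes were lower as a group after EtBr and after UVC + EtBr at −1 h and 3 h, and because not all experiments held all groups, experiments that differ between the groups were weighed as the explanation. For UVC + EtBr the tables argue against it, since within experiments the mean difference was -1.84 at −1 h (SD 1.20, below 0 in 4 of 4 experiments) and -0.87 at 3 h (SD 0.63, below 0 in 5 of 5). For EtBr at 3 h it remains open, since within experiments the mean was -0.20 (SD 0.24, below 0 in 3 of 4), against -1.02 between the groups. EtBr at −1 h cannot be told apart from it, with -1.39 in only 3 experiments (SD 1.49, below 0 in 3 of 3). A slower development with EtBr is a biological explanation that the design names and that was not tested apart from the treatment.

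Major sperm protein genes stood higher in single arrays than in the rest of their group, in the control of experiment 7 at −1 h (1.87, the others 0.04), in EtBr of experiment 5 at 3 h (1.19, the others 0.10) and in the control of experiment 4 at 3 h (0.84, the others 0.22). The genes furthest above the group in the first of these arrays were hsp-16.41 (4.96), fil-2, lys-6 and hsp-16.2 (3.67), 2 of them heat shock genes, and 17 of the first 100 encode major sperm proteins. In that array the other sperm genes lay 0.0867 above the rest, under the 0.2 set as the limit for sperm or male material. Whether these genes were detected at all is unknown in centred values, so this cannot exclude such material. Adult hermaphrodite material also remains open for this array, since its vitellogenin genes lay 0.599 above the rest. They did so by 0.47 in EtBr of experiment 5, while in the control of experiment 4 they lay only 0.0408 above the rest, under the same limit of 0.2. Stress of that culture and other biological explanations were not tested, as the design gives none for a single array.

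Single arrays stood apart from the rest of their group in Dixon's test for 13 of 176 lists and groups, where about 1 in 20, or 8.8, is expected by chance. The moulting genes stood apart in EtBr of experiment 6 at 3 h (-2.62). The collagens stood apart in experiment 4, in the control (0.43) and UVC + EtBr (0.30) at −45 h and in EtBr (0.17) and UVC + EtBr (0.12) at −25 h. These arrays come from 1 experiment, whose arrays resemble each other, so their flags are not independent. For the major sperm proteins the arrays were EtBr of experiment 5 at 3 h (1.19) and at −45 h (-0.34). For oxidative phosphorylation they were the control at −45 h (0.25) and UVC at −25 h (0.10) of experiment 7. Autophagy genes stood apart in UVC + EtBr of experiment 5 at −1 h (-0.25). Nuclear hormone receptors did so in the control of experiment 5 at 3 h (-0.40) and in UVC of experiment 4 at −45 h (-0.0012), and heat shock genes in the control of experiment 5 at 3 h (-0.51).

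Effects differed between times for 3 probe sets with EtBr and 6 with UVC, by the interaction terms of the 3-factor model. The response to food differed from the control's for 2 probe sets with EtBr, those of cyp-35A1 (4.14, log2, SE 0.69, limma adjusted p = 0.00294) and cyp-35A5 (3.21, SE 0.58, adjusted p = 0.00693), and for 34 with UVC + EtBr. Outside the genes the paper discusses, F59C12.4 was higher with UVC than without by 1.48 at 3 h, and a probe set without a gene name by 2.66. Of the genes lowered by UVC 12 had another of them within 10 genes. lep-5, an RNA that times larval development, was lower after UVC + EtBr at −1 h (-5.08, log2, SE 0.86, adjusted p = 0.0136).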

How the results depend on the processing

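Alternatives chosen only after the data were seen were leaving out the third of probe sets with the smallest spread, the probe set with the largest spread of each gene, and, for the response to food, leaving out experiment 6 and an unadjusted p under 0.001. The filter on the lowest mean was not run, because the deposited values are centred. For the signed difference, food-responsive probe sets were chosen in the controls of only part of the experiments, and there an adjusted p under 0.001 left none. For the results below that were lost, gained or turned by a setting, the cause was not tested, except that a wider threshold by its construction calls more probe sets. Directions of gene lists were judged by camera against other genes.

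A block for the experiment gave, in the 3-factor model, 1906 probe sets for EtBr (1137 without the block), 75 for UVC (41) and 7 for time with EtBr (3). In the paired fits at −45 h, 27 probe sets passed for UVC (8 without the block), 13 for EtBr (7), 78 for UVC + EtBr (15) and 122 for UVC + EtBr against EtBr (12). The block gave 5 for EtBr and 7 for UVC + EtBr at −25 h, against 2 for each without it. It lowered the count for EtBr at −1 h from 290 to 103. At 3 h the block gave 1 for UVC (0 without it in limma, with 706 at an unadjusted p under 0.05), 24 for EtBr (12), 2962 for UVC + EtBr (1679), 319 for UVC + EtBr against EtBr (50) and 91 against UVC (8). The response to food held 1222 with the block and 803 without.

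At an adjusted p under 0.05 in place of 0.001 the 3-factor model called 6229 probe sets for EtBr, 159 for UVC, 378 for time with EtBr and 23 for time with UVC. The liberal threshold of the paper called 390 for UVC, 126 for EtBr and 470 for UVC + EtBr at −45 h. It called 266, 482 and 869 at −25 h, 168, 5560 and 6325 at −1 h, and 527, 1235 and 4808 at 3 h. UVC + EtBr differed from EtBr at this threshold in 591, 99, 121 and 1594 probe sets at the 4 times. The same threshold gave 2740 against UVC at 3 h, 465 for the interaction at 3 h and 3024 for the response to food.

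All 16 groups in one fit gave 14 for UVC at −45 h, 3401 for EtBr and 4850 for UVC + EtBr at −1 h, and 7, 29 and 2776 for UVC, EtBr and UVC + EtBr at 3 h. The differences of UVC + EtBr from EtBr and from UVC at 3 h were then 187 and 120. The response to food fell to 59 with only its 2 groups in the fit. Array weights gave 3400 for EtBr and 6014 for UVC + EtBr at −1 h, and 2631 for UVC + EtBr at 3 h. They gave 21 and 247 for UVC + EtBr against EtBr at −45 h and 3 h, and 124 against UVC at 3 h.

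Centring each array on its own median lowered the count for EtBr at −1 h from 290 (222 higher and 68 lower) to 12 (5 and 7). It also moved the balance for UVC + EtBr at −1 h, from 1831 higher and 1046 lower to 1157 and 1153, and for the response to food, from 525 higher and 278 lower to 373 and 387. The glyoxylate genes then missed the threshold in the response to food (-0.41), and the ribosomal proteins turned upward in the response to food with EtBr against control (0.048). Without the third of probe sets with the smallest spread, 919 passed for EtBr at −1 h and 15 for UVC + EtBr against UVC at 3 h. The lists that this filter took below the threshold were autophagy after UVC + EtBr at −25 h (0.11), fusion and fission (0.17) and glutathione S-transferases (0.17) after EtBr at 3 h, and glyoxylate in the response to food (-0.37). The probe set with the largest spread took autophagy at −25 h (0.10) and glyoxylate (-0.36) below it.

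An estimated correlation in place of 0.01 took all of these lists below the threshold, with adjusted p between 0.0579 and 0.842 and the means unchanged. They are the cytochrome P450s after EtBr at −45 h (0.35), autophagy after UVC + EtBr at −25 h (0.10) and −1 h (0.43), and nuclear hormone receptors (0.28) and oxidative phosphorylation (-0.090) after EtBr at −1 h. After EtBr at 3 h they are collagens (-0.49), cytochrome P450s (0.56), fusion and fission (0.17), glutathione S-transferases (0.16), the mitochondrial unfolded protein response (0.26), moulting (-1.02), nuclear hormone receptors (0.14), P-glycoproteins (0.44) and UDP-glucuronosyltransferases (0.32). After UVC + EtBr at 3 h they are autophagy (0.22), collagens (-0.87), DNA repair (0.27), fusion and fission (0.29), moulting (-1.40) and oxidative phosphorylation (-0.11). Collagens for UVC + EtBr against EtBr at 3 h (-0.38) and glyoxylate in the response to food (-0.37) complete the set. Over all lists and comparisons 250 calls were lost in this way and 725 tests stayed on their side of the threshold.

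Components 1 to 3 held 25.0%, 10.1% and 6.80% of the variance with each probe set scaled to unit variance. Components 1 and 3 of the 16 group means held 68.9% and 9.57%. Without 1 experiment the shares ran from 44.8% (experiment 6) to 51.7% (experiment 4), from 11.38% (experiment 4) to 14.9% (experiment 7) and from 5.7998% (experiment 7) to 7.16% (experiment 5).

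Leave-one-out counts of the 3-factor model ran from 31 (experiment 7) to 1553 (experiment 1) for EtBr and from 17 (experiment 4) to 35 (experiment 1) for UVC. They ran from 1 (experiment 4) to 5 (experiment 1) for time with EtBr and from 0 in limma (experiment 6, with 608 at an unadjusted p under 0.05) to 5 (experiment 1) for time with UVC. Below, a treatment and a number name the array left out. At −45 h the counts ran from 2 (control 4) to 9 (UVC 7) for UVC, from 4 (control 4) to 8 (EtBr 6) for EtBr, from 5 (UVC + EtBr 4) to 13 (UVC + EtBr 6) for UVC + EtBr, and from 5 (UVC + EtBr 5) to 8 (UVC + EtBr 7) for UVC + EtBr against EtBr. The counts at −1 h ran from 3 (control 5) to 2130 (EtBr 4) for EtBr and from 171 (control 7) to 4978 (UVC + EtBr 5) for UVC + EtBr. Those at 3 h ran from 6 (EtBr 2) to 13 (control 1) for EtBr, from 813 (control 7) to 2422 (UVC + EtBr 5) for UVC + EtBr, from 12 (EtBr 2) to 160 (UVC + EtBr 5) against EtBr and from 5 (UVC 1) to 110 (UVC + EtBr 5) against UVC. The response to food ran from 229 (control 1 at −1 h) to 1406 (control 4 at −1 h).

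Leaving out 1 array breaks the pairing of the arrays by experiment, so the ranges of means below also hold differences between experiments. Within experiments, for example, the moulting differences for EtBr at −45 h ran only from -0.11 to 0.12. Leave-one-out means at −45 h ran from -0.27 (UVC 4) to 0.28 (control 4) for hedgehog-related genes after UVC. After EtBr they ran from -0.089 (control 6) to 0.092 (control 4) for cell cycle genes, from -0.26 (EtBr 4) to 0.17 (control 4) for collagens, from 0.27 (control 6) to 0.45 (EtBr 6) for cytochrome P450s, from -0.30 (EtBr 4) to 0.25 (control 4) for hedgehog-related genes and from -0.68 (EtBr 4) to 0.68 (control 4) for moulting genes. UVC + EtBr gave -0.24 (UVC + EtBr 4) to 0.24 (control 4) for hedgehog-related genes and -0.59 (UVC + EtBr 4) to 0.68 (control 4) for moulting genes, with the latter from -0.59 (UVC + EtBr 4) to 0.68 (EtBr 4) against EtBr. Against UVC the collagens ran from -0.21 (UVC + EtBr 4) to 0.13 (UVC 4) and hedgehog-related genes from -0.24 (UVC + EtBr 4) to 0.22 (UVC 4).

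For UVC at −25 h the means ran from -0.32 (control 6) to 0.22 (control 7) for cell cycle genes, from -0.19 (UVC 7) to 0.089 (UVC 5) for histones, from -0.76 (control 6) to 0.44 (UVC 6) for moulting genes and from -0.013 (UVC 7) to 0.056 (UVC 5) for oxidative phosphorylation, leaving out 1 array. After UVC + EtBr they ran from 0.019 (control 7) to 0.18 (control 6) for autophagy and from -0.52 (control 6) to 0.022 (control 7) for cell cycle genes. Against UVC they ran from -0.27 (UVC + EtBr 4) to 0.022 (UVC 4) for collagens, from -0.26 (UVC + EtBr 4) to 0.093 (UVC 4) for hedgehog-related genes and from -0.13 (UVC 5) to 0.15 (UVC 7) for histones. Collagens against EtBr ran from -0.20 (UVC + EtBr 4) to 0.12 (EtBr 4).

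Leaving out 1 array at −1 h, the means after UVC ran from -0.18 (UVC 7) to -0.017 (control 7) for histones, from -0.044 (control 1) to 0.090 (control 4) for oxidative phosphorylation, from -0.062 (control 1) to 0.10 (control 4) for complex I and from -0.22 (control 5) to 0.0021 (control 7) for vitellogenins. Oxidative phosphorylation after EtBr ran from -0.17 (control 1) to -0.039 (control 4). UVC + EtBr against EtBr gave -0.22 (EtBr 6) to 0.20 (EtBr 1) for cell cycle genes, -0.32 (EtBr 6) to 0.025 (EtBr 1) for collagens and -0.98 (EtBr 6) to 0.43 (EtBr 1) for moulting genes. In the response to food, glyoxylate genes ran from -0.44 (control 2 at 3 h) to -0.29 (control 1 at 3 h) and major sperm proteins from -0.36 (control 5 at −1 h) to 0.30 (control 7 at −1 h). In that response with UVC against control, major sperm proteins ran from -0.071 (control 7 at −1 h) to 0.59 (control 5 at −1 h) and oxidative phosphorylation from -0.078 (control 4 at −1 h) to 0.056 (control 1 at −1 h).

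Leaving out 1 array at 3 h, the means after UVC ran from -0.27 (UVC 5) to -0.023 (UVC 7) for collagens and from -0.056 (control 5) to 0.40 (UVC 5) for heat shock genes. After EtBr they ran from 0.13 (EtBr 6) to 0.21 (control 2) for fusion and fission, from 0.13 (EtBr 5) to 0.21 (control 2) for glutathione S-transferases and from 0.36 (control 7) to 0.51 (control 2) for P-glycoproteins. After UVC + EtBr they ran from 0.16 (control 5) to 0.27 (control 1) for autophagy and from -0.18 (control 4) to 0.024 (control 1) for mtDNA-encoded genes. Against EtBr they ran from -0.20 (EtBr 4) to 0.092 (EtBr 5) for major sperm proteins and from -1.13 (EtBr 6) to 0.15 (UVC + EtBr 6) for moulting genes.

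Among the tests of gene lists, the block left 909 on their side of the threshold, brought 48 past it and took 18 below it. Centring brought 13 past it and took 18 below it. The largest spread brought 16 past and took 19 below, and the filter on the smallest spread 24 and 40. Over all leave-one-out fits 557 list tests passed newly, 437 were lost and 34 turned. Of the tests of named genes, the block brought 47 past the threshold and took 9 below it, all 16 groups in one fit 77 and 46, centring 1 and 32, the largest spread 8 and 9, and leaving out 1 array 152 and 609, with none turned. The counts of the 3-factor model stayed within 1.5 times under the ordinary F test, centring and the filter on the smallest spread. The signed difference at 3 h of the probe sets that respond to food kept its direction in each of its alternatives.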

Differences from the paper's values

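None of the alternatives compared here was chosen after seeing the data. They were set before the data were examined and are, for the components, scaling, the 16 group means and leaving out each experiment, and for the supplementary values the experiment as a block, all 16 groups in one fit, centring each array, array weights and leaving out each array.

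The share of component 2 was 12.57% here and the paper's is 21%. Without experiment 5 (14.8%) or 7 (14.9%) it does not differ by over 1.5 times, and with scaling (10.1%), the 16 group means (11.31%) and without experiment 1, 2, 4 or 6 it does. For component 3 the share was 6.22% here and the paper's is 14%. With the 16 group means (9.57%) it does not differ by over 1.5 times, and with scaling (6.80%) and without each experiment in turn it does.

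At the paper's threshold of an unadjusted p under 0.05 and a fold change over 1.2, EtBr changed 126 probe sets at −45 h here, and the paper's list holds 193. With array weights (174), with centring (130), without the array of EtBr in experiment 4 (258), 5 (202) or 6 (228) and without the control of experiment 5 (146) or 6 (160) the counts lie within 1.5 times of each other. With a block for the experiment (426), all 16 groups in one fit (113), without control 4 (409) or 7 (106) and without EtBr 7 (81) they do not. Of the paper's 193 probe sets 33 also passed here, all of them in the same direction. Lists of these sizes drawn independently would share 1.08, but both were made from the same arrays, so the overlap is not independent evidence.

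Fold changes of the genes the paper names were compared with its supplementary lists for 49 probe sets and comparisons, on the log2 scale and against the SD between experiments. All 49 have the same direction and 23 differ by more than the SD. At −45 h, col-158 was -0.19 here and the paper's is -2.35 for UVC, -0.67 and the paper's -3.45 for EtBr, and -0.27 and the paper's -2.74 for UVC + EtBr. gst-25 was -0.85 and the paper's -2.61 for EtBr, and -0.65 and the paper's -2.78 for UVC + EtBr. cyp-33D3 was -0.38 and the paper's -1.31 for EtBr. cyp-33C4 was 0.41 and the paper's 0.98 for EtBr, and 0.38 and the paper's 0.84 for UVC + EtBr. For UVC + EtBr, hsp-70 was 0.62 and the paper's 2.16, cyp-33C6 was 3.36 and the paper's 3.83, and cyp-35A1 was 2.55 and the paper's 4.16.

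At −25 h, 1 of the probe sets of ugt-22 was -0.87 here and the paper's is -2.81 for UVC, -1.09 and the paper's -3.26 for EtBr, and -1.12 and the paper's -2.89 for UVC + EtBr. cyp-35A3 was -0.93 and the paper's -2.80 for UVC, -1.41 and the paper's -4.01 for EtBr, and -1.09 and the paper's -3.85 for UVC + EtBr. gst-25 was -1.00 and the paper's -4.18 for EtBr, and -0.81 and the paper's -3.99 for UVC + EtBr. cyp-33C5 was 0.76 and the paper's 1.06 for EtBr, and 0.68 and the paper's 0.96 for UVC + EtBr. cyp-33C6 was 1.93 and the paper's 3.02 for EtBr, and 1.604 and the paper's 2.76 for UVC + EtBr.

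Of these 23, the block, all 16 groups in one fit, centring and array weights brought none within the SD of the paper's value. Leaving out 1 array brought 4 within it. Below, a treatment and a number name the array left out by its experiment. Without UVC + EtBr 6 at −45 h, cyp-33C6 was 3.47 and cyp-35A1 3.19. Without control 6 at −25 h, cyp-35A3 was -1.58 for UVC. Without UVC + EtBr 4, UVC + EtBr 6 or control 5 at −25 h, cyp-33C5 was 0.73, 0.75 and 0.79 for UVC + EtBr.

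The paper describes cyp-35A3, ugt-37 and gst-25 as lowered by EtBr. None passed here in limma after EtBr at an adjusted p under 0.05, a stricter threshold than the paper's liberal one, and the values at 3 h for cyp-35A3 (0.66, SE 0.84, adjusted p = 0.824) and ugt-37 (1.26, SE 0.37, adjusted p = 0.52) lie above the control. cyp-35A3 was -1.41 at −25 h and -2.11 at −1 h, which passed with the experiment as a block (adjusted p = 0.0421), and it was lower after UVC + EtBr at −1 h (-2.52, SE 0.69, adjusted p = 0.03). At the paper's threshold cyp-35A3 was lower after EtBr at −1 h (unadjusted p = 0.0107), ugt-37 was higher at 3 h (0.003) and gst-25 passed at no time. gst-25 was -0.85 at −45 h and -1.00 at −25 h. The paper includes glutathione S-transferases among the genes raised by EtBr. None of the 40 measured passed over all genes in limma at 3 h, and with the block gst-4 did (0.82, adjusted p = 0.0277). For EtBr in the 3-factor model 4 passed, gst-15 with a higher mean (0.67) and gst-10 (-0.88), gst-26 (-0.81) and gst-27 (-0.63) with a lower one. None of them did without experiment 7, and each was also lost without another experiment. At the paper's threshold 7 were higher at 3 h, gst-7 (0.67, unadjusted p = 0.00125) and gst-8 (0.57, unadjusted p = 0.00313) among them, and 3 lower. At −1 h gst-15 was higher after EtBr with the block (1.55, adjusted p = 0.0495), with all 16 groups in one fit and without control 1, EtBr 1 or EtBr 4, and gst-31 without EtBr 1 or EtBr 4. It names cyp-33D3 and cyp-13A7 among the cytochrome P450s raised by EtBr. cyp-33D3 was -0.38 at −45 h and cyp-13A7 0.55, and neither passed after EtBr at any time, while cyp-33D3 was higher after UVC + EtBr at −1 h (0.42, SE 0.13, adjusted p = 0.0423). cyp-33C3, cyp-33C4 and cyp-33C7 passed for EtBr in the 3-factor model at an adjusted p under 0.001 (means 0.39, 0.53 and 0.40), though not without experiment 7. cyp-33C4 and cyp-33C7 did not pass without experiment 4 or 6 either. These genes were also compared at single times. Compared with the control at single times, cyp-33C3, cyp-33C4 and cyp-33C7 did not pass after EtBr, except cyp-33C3 at −1 h with all 16 groups in one fit (0.79, adjusted p = 0.00227) and without control 1, EtBr 1 or EtBr 4. At the paper's threshold these 3 were higher at −45 h (unadjusted p = 0.0171, 0.048 and 0.00294), and so was cyp-33D3 at −1 h (0.0153).

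The paper finds no strong sign of oxidative stress, with gst-4 and gcs-1 as its examples. After UVC + EtBr at 3 h gst-4 was higher by 1.38 (SE 0.32, adjusted p = 0.0146) and gcs-1 by 0.62 (SE 0.16, adjusted p = 0.0255), in 5 of 5 experiments each, and neither passed in limma after UVC or EtBr alone. It finds hsp-6 and hsp-60 not induced. Neither passed here after UVC + EtBr at 3 h (0.29, adjusted p = 0.0697, and 0.24, adjusted p = 0.369), while hsp-6 passed with the block (0.0268). A supplementary legend reports no change in fusion or fission genes, whereas the text reports none or a small rise. At 3 h none of the 6 passed here in limma over all genes, and drp-1, fis-2 and mff-2 did after UVC + EtBr with the block (adjusted p = 0.0139, 0.0196 and 0.0194) and with all 16 groups in one fit.

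The paper names pme-4 as the only DNA repair gene raised strongly. It was higher by 1.46 after UVC + EtBr at 3 h. Of the 53 repair genes listed here 14 were higher, atl-1 by 1.10 and tank-1 by 0.98 among them. That is not the paper's list, and the count takes rises of any size at an adjusted p under 0.05, so it does not test the paper's statement. The paper reports several glyoxylate genes as induced at several times. Of the 6 listed here and measured, which are not the published list that the paper used, icl-1 passed after UVC + EtBr at 3 h (1.53, SE 0.21, adjusted p = 0.000719). No other was higher in limma after EtBr or UVC + EtBr at any time. For EtBr in the 3-factor model icl-1 passed (mean 0.51), though not without experiment 4, 6 or 7 (adjusted p = 0.0102 without 7), and at the paper's threshold it was higher after EtBr at −1 h (unadjusted p = 0.0186) and 3 h (0.000335). icl-1 was also higher at −1 h with all 16 groups in one fit and without control 1, after EtBr (0.89, adjusted p = 0.0241, and 1.23, adjusted p = 0.0301) and after UVC + EtBr, and after UVC + EtBr without UVC + EtBr 5.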

Other observations

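The tests chosen only after the result was seen are the splits of the arrays for the gene lists, and the genes named here are members of lists with the smallest p or were chosen after their values were seen.

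The paper's text does not discuss ribosomal proteins and histones, which moved in opposite directions after UVC + EtBr at 3 h, once food was present. The 75 ribosomal proteins were higher by a mean of 0.13 (log2, camera adjusted p = 3.46e-10, adjusted p = 0.419 with an estimated correlation), with 4 members higher over all genes, rpl-6 among them (0.20, SE 0.06, adjusted p = 0.0364). EtBr alone gave 0.08 (5.01e-10, and 0.593), with none passing in limma. The 26 histones were lower by a mean of -0.28 at −1 h (0.000162, and 0.715) and -0.20 at 3 h (0.000142, and 0.419). At −1 h 4 were lower over all genes, such as his-68 (-0.61, SE 0.15, adjusted p = 0.0234), and at 3 h 3 were, such as his-64 (-0.62, SE 0.18, adjusted p = 0.035). Of the genes for DNA replication, rnr-2, a subunit of ribonucleotide reductase, was higher at 3 h (0.64, SE 0.18, adjusted p = 0.0361), as was orc-2 (0.47, SE 0.13, adjusted p = 0.0303), each in 5 of 5 experiments. The 15 cell cycle genes as a group were lower at −1 h by a mean of -0.65 (9.53e-05, and 0.715), with none passing alone in limma, over all genes or over the list.

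Single genes beyond those the paper names also rose after UVC + EtBr at 3 h, each of the following in 5 of 5 experiments. They were picked after their values were seen and do not stand for a class, as the lysozyme gene ilys-5 fell (-3.29, SE 0.51, adjusted p = 0.00157). They are the lectin gene clec-85 (1.92, SE 0.35, adjusted p = 0.00422), dod-22 (1.96, SE 0.33, adjusted p = 0.00301) and dod-17 (1.28, SE 0.20, adjusted p = 0.00157), both targets of the insulin pathway, and cyp-14A5 (2.01, SE 0.39, adjusted p = 0.00585) and gst-24 (1.82, SE 0.29, adjusted p = 0.00201). With all 16 groups in one fit dod-17 no longer passed (adjusted p = 0.0966). Of 64 UDP-glucuronosyltransferases 20 were higher and 2 lower, with a mean of 0.44 (5.95e-06, and 0.193), and of 73 cytochrome P450s 16 were higher, with a mean of 0.59 (1.35e-06, and 0.193). Glutathione S-transferases went both ways, 9 higher and 4 lower. Of 220 C-type lectins 6 were higher and 8 lower, clec-5 among them (-0.81, SE 0.14, adjusted p = 0.00335). The 12 heat shock genes had a mean of 0.52 (0.0191, and 0.419), with none passing over all genes in limma and 4 over the list alone, and 0.33 (adjusted p = 0.0932) without the UVC + EtBr array of experiment 1.

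Single markers of tissues moved. The pharynx myosins myo-1 (0.79, SE 0.15, adjusted p = 0.014) and myo-2 (0.71, SE 0.17, adjusted p = 0.0212) were higher after UVC + EtBr at −1 h in 4 of 4 experiments, and unc-27, a troponin of body muscle, was lower at 3 h (-0.93, SE 0.27, adjusted p = 0.0386). Of the neuron markers unc-10 was higher at −1 h (0.48, SE 0.12, adjusted p = 0.0231). Of the intestine markers ges-1 was higher at −1 h (0.86, SE 0.24, adjusted p = 0.0308) and ifb-2 lower at 3 h (-0.58, SE 0.15, adjusted p = 0.0205). The 7 germ cell markers had means of -0.18 and -0.17 at these times (camera adjusted p = 0.125 and 0.0984), and the 5 vitellogenins -0.16 and -0.01 (0.121 and 0.726). In the UVC arrays at −1 h the 23 major sperm proteins lay below the control by a mean of -0.58 (1.88e-21, and 0.392 with an estimated correlation). Without the control array of experiment 7 the mean was -0.12 (camera adjusted p = 1.7e-05). The vitellogenins of that array lay 0.599 above the other controls, so adult hermaphrodite material in it remains open. Its other sperm genes lay only 0.0867 above them, and the gene furthest above them was the heat shock gene hsp-16.41 (4.96).

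Each count was set against other divisions of the same arrays into groups of the same sizes, which leave the experiments aside. Arrays of the same experiment resemble each other, so these splits cannot exclude chance as the source of a result. The share of splits as large, the real one included, was under 0.05 at −45 h for UVC (8 probe sets, at most 4 in another split), EtBr (7, at most 0) and UVC + EtBr (15, at most 0). So it was there for UVC + EtBr against EtBr (12, at most 0), and at −25 h for EtBr and UVC + EtBr (2 each, at most 0). It was not under 0.05 for EtBr at −1 h (290, at most 1690), and it was for UVC + EtBr (2877, at most 4945). At 3 h it was for EtBr (12, at most 79), UVC + EtBr (1679, at most 1694), UVC + EtBr against EtBr (50, at most 318) and against UVC (8, at most 76). It also was for the response to food (803, at most 1752). Splits with several times the real count, as for EtBr at −1 h and 3 h and for UVC + EtBr against EtBr and UVC, point to a structure of the arrays other than treatment, and the experiments are such a structure. The counts of these 4 with the experiment as a block were 103, 24, 319 and 91. Splits that part as many arrays of the same experiment as the real one number only 7 to 16 in each comparison, too few for a share under 0.05. The highest count among the others of these was 66 for the response to food and 0 elsewhere, against the real counts above. In the 3-factor model the labels of 1 factor were shuffled within the groups of the others, again leaving the experiments aside, so the same limit holds. At most 0 probe sets then passed in another split for time (10474 in the real one), EtBr (1137), UVC (41) and time with UVC (6). For time with EtBr (3) at most 1 did.

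The means of gene lists are given with the largest of the other splits, and these splits cannot exclude chance either. The share of splits as large was under 0.05 after EtBr for nuclear hormone receptors at −1 h (0.28, 0.25) and 3 h (0.14, 0.13). At 3 h after EtBr it also was for cytochrome P450s (0.56, -0.48), UDP-glucuronosyltransferases (0.32, -0.30), P-glycoproteins (0.44, 0.41), collagens (-0.49, -0.55) and the mitochondrial unfolded protein response (0.26, 0.29). After UVC + EtBr it was under 0.05 for autophagy at −1 h (0.43, 0.56) and at 3 h for fusion and fission (0.29, -0.24), collagens (-0.87, -0.71), DNA repair (0.27, -0.23) and oxidative stress (0.1998, -0.1997). It was not under 0.05 after EtBr for cytochrome P450s at −45 h (0.35, 0.44, 2 of 35 splits as large, the real one included). Nor was it after EtBr for oxidative phosphorylation (-0.09, -0.26, 14 of 35) and glyoxylate (0.09, -0.26, 16 of 35) at −1 h, and glutathione S-transferases (0.16, 0.198, 5 of 100) and moulting (-1.02, -1.11, 9 of 100) at 3 h. After UVC + EtBr it was not under 0.05 for autophagy at −25 h (0.10, 0.20, 16 of 35) and, at 3 h, for oxidative phosphorylation (-0.11, -0.17, 19 of 100), autophagy (0.22, -0.34, 11 of 100), mtDNA-encoded genes (-0.07, 0.31, 63 of 100) and moulting (-1.40, 1.73, 7 of 100). Nor was it for heat shock (0.13, -0.69, 69 of 100) and insulin signalling (0.10, 0.23, 36 of 100) after UVC at 3 h, or for collagens of UVC + EtBr against EtBr at 3 h (-0.38, -0.68, 20 of 100).

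These splits of the lists leave the experiments aside. Splits that part as many arrays of the same experiment as the real one number only 8 to 16, too few for a share under 0.05. For the collagens of UVC + EtBr against EtBr at 3 h 3 of 11 were as large, and the difference was below 0 within 5 of 5 experiments (mean -0.44, SD 0.36). Another of these was as large for fusion and fission after EtBr at 3 h (0.17, 2 of 16 with the real one), glyoxylate after UVC + EtBr at 3 h (0.23, 2 of 12) and glyoxylate in the response to food (-0.37, 2 of 14). For these 3 lists only 3, 3 and 4 of 100 splits were as large when the experiments were left aside (highest other 0.19, 0.28 and 0.42). Of the lists whose share above was not under 0.05, the real split was the largest of those that part as many for cytochrome P450s after EtBr at −45 h (0.35, 1 of 8, and above 0 within 4 of 4 experiments, SD 0.0786), glutathione S-transferases after EtBr at 3 h (0.16, 1 of 16) and, after UVC + EtBr at 3 h, oxidative phosphorylation (-0.11, 1 of 12) and moulting (-1.40, 1 of 12).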
